# The Hsp90-Dependent Proteome Is Conserved and Enriched for Hub Proteins with High Levels of Protein–Protein Connectivity

**DOI:** 10.1093/gbe/evu226

**Published:** 2014-10-13

**Authors:** Rajaneesh Karimpurath Gopinath, Shu-Ting You, Kun-Yi Chien, Krishna B.S. Swamy, Jau-Song Yu, Scott C. Schuyler, Jun-Yi Leu

**Keywords:** molecular chaperone, genetic buffering, yeast proteomics, protein network, yeast genomics

## Abstract

Hsp90 is one of the most abundant and conserved proteins in the cell. Reduced levels or activity of Hsp90 causes defects in many cellular processes and also reveals genetic and nongenetic variation within a population. Despite information about Hsp90 protein–protein interactions, a global view of the Hsp90-regulated proteome in yeast is unavailable. To investigate the degree of dependency of individual yeast proteins on Hsp90, we used the “stable isotope labeling by amino acids in cell culture” method coupled with mass spectrometry to quantify around 4,000 proteins in low-Hsp90 cells. We observed that 904 proteins changed in their abundance by more than 1.5-fold. When compared with the transcriptome of the same population of cells, two-thirds of the misregulated proteins were observed to be affected posttranscriptionally, of which the majority were downregulated. Further analyses indicated that the downregulated proteins are highly conserved and assume central roles in cellular networks with a high number of protein interacting partners, suggesting that Hsp90 buffers genetic and nongenetic variation through regulating protein network hubs. The downregulated proteins were enriched for essential proteins previously not known to be Hsp90-dependent. Finally, we observed that downregulation of transcription factors and mating pathway components by attenuating Hsp90 function led to decreased target gene expression and pheromone response, respectively, providing a direct link between observed proteome regulation and cellular phenotypes.

## Introduction

Proteins in the cell have to fold into their active conformation to perform defined functions. Protein folding is a fundamental task within a cell. Maintenance of protein homeostasis (or “proteostasis”) is challenging, due to the “molecular crowding” environment created in the cell by the plethora of macromolecules (Ellis 2001). Cells may encounter proteotoxic stresses, such as heat and chemicals, which lead to protein misfolding. Accumulation of toxic aggregates formed by misfolded proteins has been speculated to cause many neurodegenerative diseases, such as Alzheimer’s and Parkinson’s, illustrating the critical function of protein folding and stability in cell physiology (Dobson 2001; Ross and Poirier 2004). Sustaining the balance between protein synthesis, maintenance, and degradation is a demanding task and it often requires direct specialized help from molecular chaperones, which aid in the efficient folding of nascent polypeptides and refolding of proteins upon activation (Hartl 1996; Hartl and Hayer-Hartl 2002). Eukaryotes have developed two separate molecular chaperone systems: One for protein biogenesis and the other that is stress-induced to prevent protein aggregation (Albanese et al. 2006). Molecular chaperones also partner with the ubiquitin–proteasome system to degrade irreparably aggregated proteins and function in intracellular protein transport (Young et al. 2003; Qbadou et al. 2006).

Heat shock proteins (HSPs) constitute the major family of the molecular chaperones that require ATP hydrolysis for protein folding (Frydman 2001; Young et al. 2004; Saibil 2013). Among them, Hsp90 is of particular interest because it is one of the most abundant proteins in the cell and is highly conserved from bacteria to higher eukaryotes (Chang and Lindquist 1994). Hsp90 is a homodimeric ATPase whose major function is to assist in the late stage folding of metastable proteins (Nathan et al. 1997). With the aid of cochaperones, Hsp90 binds to a variety of clients and is involved in various biological processes (Taipale et al. 2010). Hsp90 family proteins contain three main domains, a N-terminal domain required for ATP binding, a Middle (M) domain, and a C-terminal domain for dimerization. The catalytic groups of both the N-terminal and M domains contribute to ATP hydrolysis, making Hsp90 a “split ATPase” (Meyer et al. 2003). Inhibitory drugs, such as geldanamycin and radicicol, bind to the ATP-binding pocket of the N-terminal domain, which prevents ATP hydrolysis and inactivates Hsp90 function (Roe et al. 1999). The C-terminal domain consists of the conserved MEEVD pentapeptide motif with which it binds to many cochaperones harboring the tetratricopeptide repeat (TPR) domains (Chen et al. 1998; Young et al. 1998). There are exceptions to this mechanism of interaction, like the Sgt1 cochaperone that does not bind to Hsp90 through the TPR domain (Lee et al. 2004). Due to the absence of a general interaction pattern and the existence of numerous target-specific cochaperones, the requirements for the formation of a particular substrate–cochaperone–Hsp90 complex are still unclear (Caplan et al. 2007; Eckert et al. 2010; Zhang et al. 2010).

In addition to maintaining protein homeostasis, Hsp90 has also been suggested to buffer genetic variations, thereby linking chaperones in shaping the evolutionary processes (Rutherford and Lindquist 1998; Queitsch et al. 2002; Cowen and Lindquist 2005). Because mutations in the coding region often cause inappropriate protein folding and compromise gene function, the energy-dependent help from chaperones in protein folding may allow cells to completely or partially restore the mutant protein function and therefore mask the effects of mutations (described as the “direct buffering” hypothesis) (Fares et al. 2002; Sangster et al. 2004; Lauring et al. 2013). The “cryptic” mutations are expected to accumulate in a population under normal conditions, but reveal their effects to assist population adaptation when Hsp90 is depleted (Sangster et al. 2004). In some cases, Hsp90 buffering facilitates the accumulation of variations to the extent where existing traits are improved or new ones evolve (Cowen and Lindquist 2005; Rohner et al. 2013). Because many Hsp90 clients are tumor-related proteins and cancer development is a process of cellular evolution, the effect of Hsp90 buffering is also suggested to impact tumorigenesis (Whitesell and Lindquist 2005; Miyata et al. 2013). However, the underlying genetic bases of Hsp90 buffering are mostly unexplored (Jarosz and Lindquist 2010). Though the effects and implications of Hsp90-mediated capacitance have been observed in several species, the evolutionary impact of Hsp90 buffering remains elusive (Jarosz et al. 2010).

In our recent study, Hsp90 was demonstrated to regulate nongenetic variation (stochastic variation) in yeast cells (Hsieh et al. 2013). In wild-type cells, Hsp90 insulates against the impact of stochastic fluctuations by maintaining the abundance of two morphogenesis regulators in a constant and above-threshold level. However, when the activity or expression of Hsp90 is compromised, these regulators are reduced to near threshold levels, resulting in morphological heterogeneity in the population. Previous studies on pathogen treatments or cancer therapies have suggested that population heterogeneity caused by nongenetic variation may play an important role for the survival of pathogens or cancer cells during treatment (Lewis 2007; Brock et al. 2009). It will thus be interesting to determine how many pathways Hsp90 influences through nongenetic variation, especially under stressful conditions.

Previous large-scale profiling studies in yeast have established that the Hsp90 interactome covers 10–20% of the yeast proteome (Millson et al. 2005; Zhao et al. 2005; McClellan et al. 2007; Gong et al. 2009; Franzosa et al. 2011). These studies comprehensively investigated the physical, genetic, and chemical-genetic interactome of Hsp90 and found that the putative interactors of Hsp90 are enriched in the pathways of transcriptional regulation, cell cycle, DNA processing, and cellular transport. However, the results of these studies are disparate with each other (Hartson and Matts 2012). Besides, some known physical interactors are missing in these studies, probably because their interactions are transient or are too weak to be detected (Hsieh et al. 2013). Most importantly, despite this deluge of information on Hsp90 interactors, in many cases, we still cannot pinpoint the underlying mechanism of the observed cellular phenotypes caused by the reduced Hsp90 activity. The extent to which an interactor depends on Hsp90 is variable, thus it is likely that under a certain condition only a subset of the interactors are influenced to the degree that leads to phenotypic changes. To fill the gap between the interactome data and observed cellular phenotypes in low-Hsp90 cells, a comprehensive study uncovering the Hsp90-dependent proteome, with a clear distinction from transcriptional regulation, is warranted.

Combining stable isotope labeling by amino acids in cell culture (SILAC) with mass spectrometry (MS) is a powerful strategy for investigating the global influence of Hsp90 on the proteome (Mann et al. 2013). Recent studies have applied this strategy to provide quantitative analyses of Hsp90-dependent proteome in human cell lines (Sharma et al. 2012; Wu et al. 2012; Fierro-Monti et al. 2013). Nonetheless, the ease of genetic manipulation, availability of well-annotated genomic data, and the capacity to attain better protein coverage make yeast an advantageous system for a detailed characterization in whole proteome studies (de Godoy et al. 2006). Moreover, Hsp90 is highly conserved with 60% identity between yeast and humans and a majority of Hsp90’s interactors in yeast have human orthologs. Thus, the information learned from yeast may not only allow us to derive the general features of Hsp90-dependent proteome but also complement the knowledge obtained from human studies.

In this study, our goal was to measure the extent of dependency of the yeast proteome on Hsp90 and to examine the general features of Hsp90-dependent proteins. We used SILAC-coupled MS to quantify changes in cellular protein abundance in low-Hsp90 yeast cells. We concurrently performed a genome-wide analysis of messenger RNA (mRNA) isolated from the same population of low-Hsp90 cells to assess the proportion of yeast genes affected by Hsp90 transcriptionally. Our results revealed that about 11% of detected proteins have reduced abundance significantly without a change in their mRNA levels. The downregulated proteins of low-Hsp90 cells are highly conserved and assume central roles in complex protein–protein interaction networks. Higher sequence conservation was also observed in the downregulated proteins of human low-Hsp90 cells, suggesting that this feature is general across species. Finally, we experimentally validated that downregulated proteins could lead to changes in cellular behaviors when the Hsp90 activity was compromised.

## Materials and Methods

### Strains, Genetic Procedures, and Growth Conditions

The endogenous promoter of *HSC82* was replaced by the *tet*O7 promoter (from the pUC*tet*O7 plasmid) in the S288C strain background. This strain was crossed with an *hsp82Δ* mutant in the same background. The resulting diploid cells were sporulated to generate the haploids with the correct genotype (*hsp82Δ TETp-HSC82 ura3::tTA*). The arginine and lysine double auxotroph of the *TETp-HSC82* strain was constructed by deleting the *ARG4* and *LYS5* genes, respectively. In addition, the *CAR2* gene was deleted to resolve the arginine conversion problem typically encountered in SILAC studies (Bicho et al. 2010). The green fluorescent protein (GFP)-tagged genes were obtained from the yeast GFP collection (Huh et al. 2003).

For SILAC labeling, the *TETp-HSC82 hsp82Δ arg4Δ lys5Δ car2Δ::URA3* cells (the SILAC strain) were grown in 2-fold modified complete synthetic medium (2× CSM) which contains double the amount of amino acid supplements containing either 40 mg/l l-arginine and 60 mg/l l-lysine (light labeling) or 40 mg/l ^13^C_6_ l-arginine and 60 mg/l ^13^C_6_ l-lysine (heavy labeling). We then treated one population of cells with 5 μg/ml doxycycline (dox) (Sigma-Aldrich, St. Louis, MO) dissolved in sterilized ddH_2_O, for 11 h. Cells were kept in log phase for the whole process. During this period, the growth difference between control and dox-treated populations was less than one cell division. The light- and heavy-labeled cells were treated with dox in the first and second SILAC experiments, respectively.

For FACS validation of protein abundance, GFP strains were grown to log phase in 2× CSM. We then treated cells with 50 μM macbecin II (National Cancer Institute/National Institute of Health, USA) for 4 h and then analyzed GFP signals using a BD FACSJazz machine (Becton-Dickinson Biosciences, Franklin Lake, NJ).

### Lysis and Protein Extract Preparation

Normal and heavy SILAC-labeled yeast cells were mixed in a 1:1 ratio of cell numbers. The cells were resuspended in the lysis buffer (25 mM HEPES pH 7.5, 10 mM NaCl, 1 mM phenylmethanesulfonyl fluoride, and 1 mM dithiothreitol [DTT]) and lysed using 0.5-mm glass beads with five beating cycles of 30-s working and 30-s cooling. To the mixture, 0.1% sodium dodecyl sulfate (SDS) was added and mixed by vortexing. All the above steps were performed at 4 °C. The cell lysate was ultracentrifuged to remove the undissolved materials, and the protein was quantified using bicinchoninic acid assay (BCA1; Sigma-Aldrich). We aliquoted protein samples into 50 μg per each tube, and stored them at −80 °C before MS analyses.

### Trypsin Digestion and Sample Clean-Up

Samples containing 50 μg protein were dissolved in 20 μl of 50 mM NH_4_HCO_3_ containing 0.1% SDS. Each sample was reduced by 5 mM DTT at 56 °C for 30 min and then alkylated by 15 mM iodoacetamide at room temperature for 30 min. Excess iodoacetamide was quenched by additional 5 mM DTT at room temperature for 30 min. The solution was then brought to 200 μl with 10 mM NH_4_HCO_3_, and digestion was performed in the presence of 0.5 μg trypsin (Promega, Madison, WI) at 37 °C overnight. The resulting peptide mixture was cleaned-up by a SOURCE 15RPC reverse phase (RP) microcolumn (GE Healthcare, Uppsala, Sweden) and dried in a SpeedVac concentrator.

### Online Two-Dimensional Liquid Chromatography

The comprehensive two-dimensional (2D)-strong cation exchange (SCX)-RP-liquid chromatography (LC) system (Ultimate 3000; Thermo Fisher Scientific/Dionex, Germering, Germany) has been equipped with two gradient pumps (one for first- and the other for second-dimensional separation), one isocratic pump, one 10-port valve (installed with two RP-trapping columns), and one 6-port valve. The online 2D peptide separation was achieved by operating both gradient pumps simultaneously, and switching the 10-port valve every 65 min during the entire analysis. Briefly, protein digests dissolved in 50% acetonitrile containing 0.1% formic acid were loaded onto the SCX column (0.5 × 150 mm, pack with Luna-SCX particles from Phenomenex, Torrance, CA), which was operated at a flow rate of 1.5 μl/min. Peptides were eluted using a continuous concentration gradient of ammonium chloride in the presence of 0.1% formic acid and 30% acetonitrile. The salt gradient was segmented in 44 steps, 65 min for each, and eluted peptides from each step were then separated by the second-dimensional RP column (0.075 × 150 mm, pack with Synergi Hydro-RP particles from Phenomenex). The isocratic pump delivering 70 μl/min of solvent A (0.1% formic acid in water) was used for diluting the effluent of SCX column through a T-union and mixing tubing before it reached the trapping column (0.5 × 5 mm, packed with Symmetry300 C18 particles from Waters, Milford, MA). In the meantime, the other RP-trapping column was connected to the RP-analytical column and the effluent was analyzed by a mass spectrometer. Five minutes before each salt gradient step being completed, the gradient pump for the SCX separation stopped, and the 6-port valve switched to allow the isocratic pump to wash away the residual salt solution in the RP-trapping column. The peptide-loaded trapping column was then switched to the RP-analytical column to start a new step of separation, and the bound peptides were eluted at a flow rate of 300 nl/min with a complete acetonitrile gradient (elution, regeneration, and then re-equilibration) in the presence of 0.1% formic acid over 65 min.

### Mass Spectrometry

The effluent of the online 2D LC system was analyzed by an Orbitrap Elite Hybrid Ion Trap-Orbitrap mass spectrometer (Thermo Electron, Bremen, Germany) equipped with a Nanospray Flex Ion Source. The instrument was operated in positive ion mode and the spray voltage was set to 1.8 kV. Full-scan MS spectra (m/z 400–m/z 2,000) were acquired in the Orbitrap mass analyzer at a resolution of 60,000 at m/z 400, and the MS/MS spectra were acquired in the linear ion trap (LTQ). The m/z 445.1200, 462.1466, and 536.1654 cyclosiloxane peaks were used for lock mass calibration in the Orbitrap to improve mass accuracy. The values of automatic gain control and the maximum accumulation times were 2 × 10^6^ and 1,000 ms for orbitrap, and 3,000 and 120 ms for LTQ analyzer, respectively. Acquisition of MS/MS spectra was done in a data-dependent manner. Fifteen most intense ions in each full-scan MS spectrum with a minimal signal intensity of 5,000 were selected for collision-induced fragmentation (CID) in LTQ with the following parameter settings: Isolation width of 2.0 Da, normalized collision energy of 35%, activation Q of 0.25, and activation time of 10 ms. Each precursor ion was allowed to be sequenced once and then excluded dynamically for 40 s.

### MS Data Analysis

The raw files were processed using the Proteome Discoverer software (version 1.3; Thermo Scientific, Waltham, MA). The CID spectra were searched against the UniProt database through Mascot search engine (version 2.2.2; Matrix Science Inc., Boston, MA). The search parameters were as follows: Enzyme specificity was trypsin; a maximum of two miscleavages were allowed; precursor mass tolerance was 10 ppm; fragment mass tolerance was 0.6 Da; ^13^C_6_ l-lysine, ^13^C_6_ l-arginine, acetylation at protein N-terminus, glutamine to pyroglutamic acid conversion at peptide N-terminus, and methionine oxidation were set as variable modifications; and cysteine carbamidomethylation was set as a fixed modification. False discovery rate (FDR) of peptide/protein identifications was determined by employing a decoy database searching. Peptide identifications were then filtered with the requirements of rank 1 peptides with a minimum peptide length of seven amino acid residues. Only high confident peptide/protein identifications (FDR < 1%) were considered for further evaluation.

Protein quantification was done with an SILAC workflow implemented in the Proteome Discover using the following parameters: Limits of mass and retention differences between heavy and light pairs should be smaller than 4 ppm and 0.2 min, respectively; only unique peptides were used for quantification; and protein ratio was determined using the median of the corresponding peptide ratios. Finally, functional annotation of each identified protein was retrieved from the ProteinCenter server (Thermo Scientific).

To investigate the proteomic effects caused by the dox treatment, we determined fold changes of SILAC signals upon dox treatment for all the identified proteins. First, the fold changes were indicated as signal ratios of heavy-/light-labeled peptides (H/L). For one protein identity, we considered the median H/L ratio to represent the fold change. Second, we normalized all of the fold changes with the median fold-change and log2-transformed the normalized fold change. Finally, we plotted the transformed data. To validate the reproducibility of the replicate SILAC experiment, we plotted fold changes of the two experiments against each other to calculate the Pearson’s correlation coefficient. We also considered the median SILAC signals (H/L for the first SILAC and L/H for the second) of untreated/treated cells to represent the fold change. We first log2-transformed the raw data of fold changes and then plotted the transformed data.

In the SILAC experiment, a protein was classified as misregulated (including up- and downregulated) in low-Hsp90 cells if its protein abundance was altered by more than 1.5-fold upon the dox treatment. Although this was an aribitrary cutoff, we also used a more stringent cutoff (>2-fold) to obtain another misregulated gene set and performed similar analyses. The results from the stringent cutoff still support our current conclusions. In addition, when we compared the overlap between two downregulated gene sets (1.5- and 2-fold) and previously identified Hsp90 interactor data, we found that these two downregulated sets had similar levels of overlap with the Hsp90 interactors (down-1.5-fold: 29.2%, down-2-fold: 34.5%, one-sided two-sample proportion test, *P* = 0.237), suggesting that using a 1.5-fold cutoff does not change the features of the data set radically.

### Microarray

Homemade oligonucleotide arrays were used (GPL7305). Total RNA was isolated using the Qiagen RNeasy Midi Kit (Qiagen, Valencia, CA). Complementary DNA of dox-treated and untreated cells was reverse transcribed with 15 μg RNA and labeled by SuperScript Indirect cDNA Labeling System (Invitrogen, Carlsbad, CA). Hybridization was performed with CodeLink Activated Slides (SurModics, Inc.). The array data were analyzed using GeneSpring GX (Agilent, Palio Alto, CA). The intensities for each array were normalized to Locally Weighted Scatterplot Smoothing (LOWESS) normalization (Cleveland 1981). Genes were classified as misregulated if the change in expression was larger than 1.5-fold with a *P* value smaller than 0.05.

### Pheromone Response and Mating Efficiency Assays

In order to measure the pheromone response, the *FUS1-* and *FUS3-GFP* strains were obtained from the yeast GFP collection (Huh et al. 2003). The strains were grown to log phase in 2× CSM medium and were treated with macbecin II (0, 3.125, 12.5, and 50 µM) for 1 h. Subsequently, the cells were exposed to 10 µM α-factor or vehicle dimethyl sulfoxide (as the control) for 2 h before being analyzed using BD FACSJazz machine (Becton-Dickinson Biosciences).

To measure the mating efficiency, log-phase a cells (S288C, *ho::HPH*) carrying a hygromycin B-resistant marker and α cells (S288C, *ho::KAN*) carrying a G418-resistant marker were treated with macbecin II (0, 12.5, and 50 µM) for 6 h. Subsequently, 2.5 × 10^6^ cells of each mating type were mixed, spread on a 0.22-µm nitrocellulose membrane and placed on YPD (Yeast Extract-Peptone-Dextrose) plates for mating. After mating for 1.5 h, cells were washed off, diluted, and plated on YPD plates containing hygromycin B at a density of about 300 colonies per plate. These colonies were then replica plated to different selective plates to distinguish their cell types. The mating efficiency was calculated by dividing the number of diploid cells by the number of cells carrying a hygromycin B-resistant marker.

### Evolutionary Rate Analysis

The coding sequences of *Saccharomyces cerevisiae* genes were retrieved in fasta format from Saccharomyces Genome Database (SGD, updated February 3, 2011). Pseudogenes and dubious open reading frames (ORFs) were excluded, yielding 5,888 total ORFs. For these *S. cerevisiae* genes, orthologs of *Candida glabrata* and *Kluyveromyces lactis* were obtained from the Fungal Orthogroup Repositiory (http://www.broadinstitute.org/regev/orthogroups/, last accessed October 20, 2014) (Byrne and Wolfe 2005; Wapinski et al. 2007). For evolutionary rate analyses in humans and four primate species, *Pan troglodytes*, *Gorilla gorilla*, *Pongo abelii*, and *Macaca mulatta*, all of the sequences including the orthologous gene pairs between human and primate species were downloaded from Ensembl Genome Browser (http://www.ensembl.org/index.html, last accessed October 20, 2014) (Release 74). To avoid ambiguous transcripts in human and primate species, we only used sequences that were also annotated in the Consensus CDS project (defined as CCDS genes). Furthermore, custom Perl scripts were used to scan pairwise alignments from MUSCLE (v3.8) (Edgar 2004) and identified the most similar splice variants of the human and primate protein orthologous sequence pairs. Our primary interest for these analyses was to determine the selection constraint on Hsp90-dependent proteins at a sequence level rather than the functional change in the proteins in the splice variants. Furthermore, to make a fair comparison between yeast and humans, it was necessary to compare the most similar splice forms, as yeast species of our interest generally lack splice variants.

The evolutionary rates (Ka/Ks) were computed by using CodeML program of the PAML (4.6) package (Yang 2007). For the analyses in yeasts, evolutionary rates were defined as the value of Ka/Ks between *S. cerevisiae* and *C. glabrata*; and the Ka value was used instead of Ka/Ks between *S. cerevisiae* and *K. lactis* to eliminate interference from the saturation of synonymous substitution (Ks) between the two species. For primates, the Ka/Ks was computed for the most similar orthologous splicing variants between human and primate protein-coding sequence (Matsuya et al. 2008; Georgi et al. 2013). From this analysis, we attempted to determine whether Hsp90-dependent proteins were under a selection constraint across species. The evolutionary rates of Hsp90-dependent proteins were tested against the evolutionary rates of the whole proteome background using one-sided Wilcoxon rank sum test, with the alternative hypothesis that Hsp90-dependent proteins had significantly lower evolutionary rates when compared with the whole proteome.

### Gene Ontology Analyses of Hsp90-Dependent Proteome

The gene ontology (GO) analyses were performed using FUNSPEC as described (Robinson et al. 2002) with Bonferroni correction and a *P* value threshold of less than 0.01. Enrichment score was calculated through dividing the proportion of Hsp90-dependent proteins classified into the indicated category by the proportion of those in the proteome (McClellan et al. 2007). The GO categories were deemed significant only if there was at least 2-fold enrichment and at least three ORFs were belonged to each GO term (Franzosa et al. 2011).

### Data Sets and Resources Used for the Study

The data used in this study were retrieved from public databases or from published research. The comprehensive list of *S. cerevisiae* transcription factors (TFs) was downloaded from ScerTF (http://stormo.wustl.edu/ScerTF/, last accessed October 20, 2014) (Spivak and Stormo 2012), the target ORFs of transcription factors were from Yeastract (http://www.yeastract.com/index.php, last accessed October 20, 2014) (Teixeira et al. 2014), protein molecular weight was from SGD (http://www.yeastgenome.org/, last accessed October 20, 2014), the unique physical and genetic interactions between proteins were from BioGRID (http://thebiogrid.org/, last accessed October 20, 2014) (Release 3.2.99), protein abundance was from the published research (Ghaemmaghami et al. 2003), the duplicate ORFs from small-scale duplication events were from the published research (VanderSluis et al. 2010), and the duplicate ORFs from whole-genome duplication were from YGOB (http://ygob.ucd.ie/, last accessed October 20, 2014). The final list of duplicate ORFs contained those from small-scale and whole-genome duplication. For essential ORFs for cell viability, data were from SGD (phenotype_data_25422). A comprehensive list of orthologous genes between *S. cerevisiae* and human was compiled by combining the available data sets from two databases, YeastMine (http://yeastmine.yeastgenome.org/yeastmine/begin.do, last accessed October 20, 2014) and HomoloGene (http://www.ncbi.nlm.nih.gov/homologene, last accessed October 20, 2014) (Release 67).

### Statistical Analyses

The statistical analyses were performed by R language (http://www.r-project.org/, last accessed October 20, 2014). One-sided Wilcoxon rank sum test was used to compute the statistic significance for the proteomic features, including evolutionary rates, protein half-lives, protein molecular weights, and unique interaction numbers. The effect size was computed in the R package coin. One-sided two-sample proportion test was for enrichment of the ORF with certain features, including essential ORFs, duplicate ORFs, and ORFs having human orthologs. Hypergeometric test was for enrichment of transcription factors and for that of GO terms with Bonferroni correction. The sample size, enrichment score, effect size, and *P* value of all statistical analyses are included in supplementary table S1, Supplementary Material online.

### Data Access

The MS proteomics data have been deposited to the ProteomeXchange Consortium (Vizcaino et al. 2014) through the PRIDE partner repository with the data set identifier PXD001162 and DOI 10.6019/PXD001162.

The microarray data are available at the GEO database (http://www.ncbi.nlm.nih.gov/geo/, last accessed October 20, 2014) under the accession number GSE56186.

## Results

### Hsp90 Maintains Protein Abundance Primarily through Posttranscriptional Regulation

Yeast cells contain two copies of Hsp90-encoding genes, the heat shock induced isoform *HSP82* and the constitutively expressed isoform *HSC82*, which are essential and redundant in function (Borkovich et al. 1989). As double deletion of both isoforms makes yeast cells inviable, we deleted *HSP82* and fused the *HSC82* coding region with a Tet-off promoter (Gari et al. 1997). By this strategy, the expression level of Hsp90 could be reduced significantly without disturbing cell viability when cells were grown in a medium containing 5 µg/ml of dox (Hsieh et al. 2013). The strain was further constructed to generate arginine and lysine double auxotrophs that also had a *CAR2* deleted to resolve the problem of arginine conversion in SILAC experiments (see Materials and Methods for details).

The resulting strain was subjected to label-swap replication of SILAC coupled with LC–MS/MS for relative protein quantification. In the first SILAC experiment, the light amino acid-labeled cells were treated with dox to reduce the Hsp90 level and the heavy amino acid-labeled cells served as a wild-type control. After labeling, the light- and heavy-labeled cells were mixed in a 1:1 ratio in cell numbers and the proteomic difference between these two populations was measured using H/L ratios resolved by MS (fig. 1*A*). In the second experiment, the treatment was swapped to control for any potential labeling effect. 

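Changes in mRNA levels were measured on 6 oligonucleotide arrays, each of which was hybridized with cDNA of dox-treated and of untreated cells of the TETp-HSC82 hsp82Δ arg4Δ lys5Δ car2Δ::URA3 strain, in which dox switches off the only remaining Hsp90 gene. The arrays came from 2 cultures that had grown in dox (5 μg/ml) during 11 h, with light-labeled cells treated in culture 1 and heavy-labeled cells in culture 2. For each culture, RNA was isolated 3 times and each isolation was put on its own array, so 3 technical arrays stand for 1 biological replicate and the number of independent cultures is 2. The dox-treated sample carried the same dye on every array, so an effect of the dye on a single gene cannot be separated from that of the treatment. The authors normalized each array by LOWESS in GeneSpring GX and deposited 1 log2 ratio per probe and array. Background correction and spot filtering are not described in the paper's text, and the deposited values carry no signal intensities, so the precision rests on the number of arrays alone. The table holds 6377 ORFs with 1 probe each, of which 6180 to 6353 had a value on a given array, and the array medians lay between −0.03 and 0.02. Log2 ratios of dox-treated over untreated cells were averaged over the technical arrays of each culture, and the 2 culture means were tested against 0 with limma for the 6290 genes that had a value in both cultures. HSC82 (YMR186W), the gene under the dox-repressible promoter, had a log2 ratio of −6.25 in culture 1 and −5.73 in culture 2, with a mean of −5.99 (standard error 0.16, adjusted p = 0.000658 from limma with Benjamini-Hochberg adjustment), and it was lower on 6 of 6 arrays. Under the criterion of the methods, a change of more than 1.5-fold with an unadjusted p below 0.05, 659 genes were misregulated at the mRNA level, 361 higher and 298 lower in dox-treated cells. After Benjamini-Hochberg adjustment 337 genes remained, but this number depended on small changes of the input. It was 2 with each array centered on its median and 59 with the first array of culture 1 left out, and with centering only HSC82 and HSP82 stayed past the adjusted threshold. The unadjusted count was largest without the fold threshold (1833) and smallest with a 2-fold threshold (181) among the alternatives tried. From the fold alone, culture 1 by itself had 1082 such genes and culture 2 had 527. The culture means correlated across genes with Pearson's r = 0.67 (genes are not independent replicates), and the SD of the ratios was 0.54 in culture 1 and 0.40 in culture 2. Among genes that passed the adjusted threshold with the same sign on all 6 arrays, the largest rises by the mean of both cultures were those of SIP18 (mean log2 ratio 3.90), MF(ALPHA)1 (2.91), OPT2 (2.66), OSI1 (2.32) and MEP2 (2.30). The largest falls were those of HSP82 (−6.30), HSC82, COS12 (−1.96), CWP1 (−1.92) and EEB1 (−1.88). The order differed between the cultures. SIP18 had 5.42 in culture 1 and 2.38 in culture 2, where MF(ALPHA)1 (3.10) and OPT2 (2.39) rose more, and COS12 had −2.62 and −1.29, while EEB1 had −2.16 in culture 2. HSP82 is deleted in this strain, so its probe does not measure HSP82 mRNA.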

To determine whether the effect of Hsp90 on the proteome was transcriptional or posttranscriptional, we simultaneously collected total RNA from the same populations of cells and measured changes in mRNA expression by microarrays.

**Fig. 1.—:**
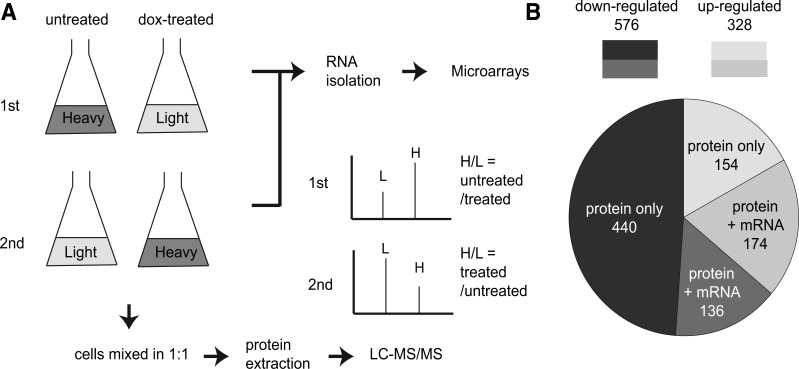
Overview of SILAC methodology and results. (*A*) Flow chart of the SILAC and microarray experiments. Cells were first grown in heavy or light amino acid-containing media. Before RNA and protein extraction, the experimental sets of cultures were treated with 5 μg/ml dox for 11 h to reduce the Hsp90 level. The culture was then split into two parts out of which one was used for RNA isolation. The RNA was processed to cDNA and subjected to microarray analyses. The remaining heavy- and light-labeled cells were combined in a 1:1 ratio of cell numbers and the total protein was extracted. The extracted total protein was in-solution digested and subjected to LC-MS/MS. The mass spectrum for the same peptide had paired signals (H vs. L) due to heavy isotope incorporation. Changes in the protein abundance upon dox treatments were inferred from the H/L ratio. (*B*) Hsp90 maintained protein abundance mainly through posttranscriptional regulation. “Protein only” denotes the ORFs that showed changes in protein abundance but not in the mRNA levels. “Protein + mRNA” denotes the ORFs that showed changes in both the protein and mRNA levels.

The SILAC data were first filtered to remove the low-confident results, which were proteins identified by less than two unique peptides. After filtering, we identified 4,041 proteins in the first SILAC experiment and 3,696 proteins in the second experiment. Neither the dox treatment nor labeling exhibited a global effect on protein abundance. Majority of the proteins showed no difference in abundance after the dox treatment in both SILAC experiments (supplementary fig. S1, Supplementary Material online). When two SILAC results were compared, 3,561 proteins were identified in both experiments. Moreover, a strong correlation was observed in the detected protein changes between two experiments (Pearson’s coefficient *r* = 0.896, *P* < 2.2 × 10^−^^16^), suggesting that different labelings had no influence on the pooled SILAC experiments and the observed results were reproducible (supplementary fig. S2, Supplementary Material online). We decided to pool these two sets of data together for further analyses. The total coverage of the SILAC-determined proteins reached 72% of the yeast proteome and is close to the total number of proteins expressed under standard growth conditions (Nagaraj et al. 2012).

In this study, a protein was considered misregulated (including up- and downregulated) in low-Hsp90 cells if its protein abundance was altered by more than 1.5-fold upon dox treatment. We found that 904 proteins were misregulated in low-Hsp90 cells (supplementary table S2 and fig. S3, Supplementary Material online). When the data were compared with the mRNA expression data from microarrays, 66% of them (594/904 = 66%) exhibited no obvious changes at the mRNA level (more than 1.5-fold with a *P* value smaller than 0.05). These results suggest that majority of the misregulated proteins were influenced by Hsp90 posttranscriptionally. 

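The lists of upregulated and downregulated proteins in supplementary table S2 name 328 and 576 genes, and 324 and 569 of these had array values in both cultures. The longer column of all SILAC-detected proteins was at hand only in part and was not used. By the limma test over the 2 culture means with the criterion of more than 1.5-fold and an unadjusted p below 0.05, 198 of the 893 genes with values were changed at the mRNA level and 695 (77.8%) were not. Every one of the 198 changes ran in the direction of the protein. Of the genes outside both lists, 8.54% met the same criterion. The share without an mRNA change was 54.2% when the fold threshold was dropped, the alternative that moved it most. It was 66.2% when culture 1 alone was taken by its fold and 87.0% for culture 2 alone, a range that is wider than the effect of any single array (76.4% to 79.3% with an array left out). Genes that did not meet the criterion were not centered on 0. Among such genes of the downregulated list, the median log2 ratio was −0.22 in culture 1 and −0.10 in culture 2. Among those of the upregulated list, it was 0.33 in culture 1 and 0.10 in culture 2. The genes outside both lists had medians of −0.02 and 0.02. From the share of misregulated proteins without an mRNA change, the paper proposes that most of them were influenced by Hsp90 posttranscriptionally.

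**Figure D1:**
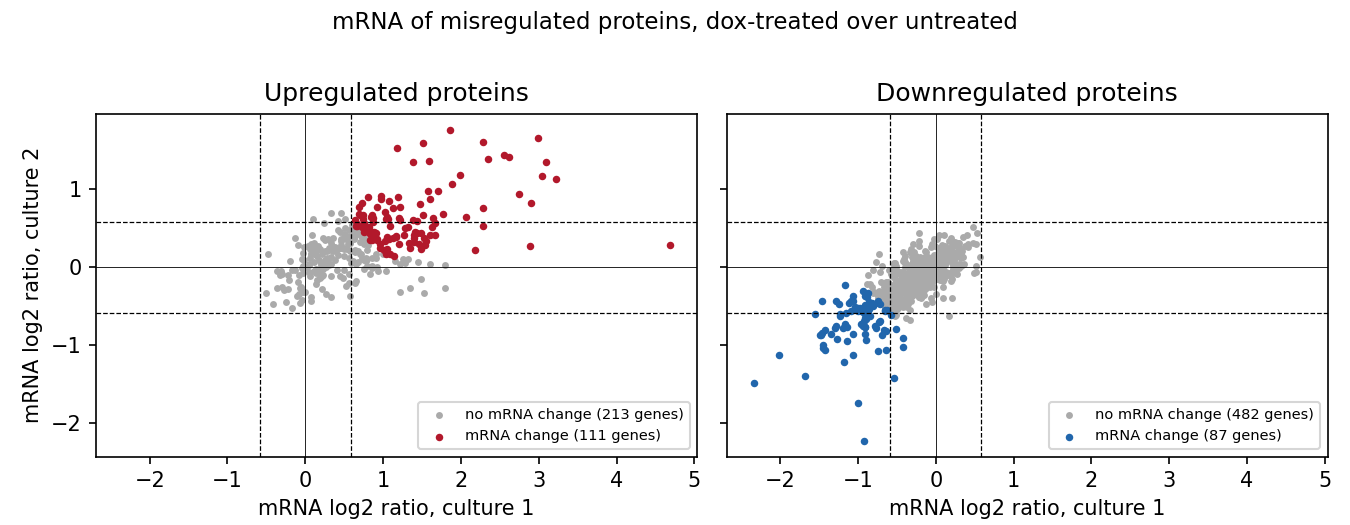
Log2 ratios of mRNA in dox-treated over untreated cells, with culture 1 on the horizontal axis and culture 2 on the vertical axis, for upregulated proteins (left) and downregulated proteins (right). Each point is 1 gene (mean of the technical arrays), coloured points met the criterion for an mRNA change (111 and 87 genes), and dashed lines mark 1.5-fold; more points pass the line of culture 1 than that of culture 2.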

Among this group of proteins, most of them (440 of 594) were downregulated, suggesting that translation or protein stability of these proteins depends on Hsp90 (fig. 1*B*).

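In the array data, 482 of the 695 misregulated proteins without an mRNA change were on the downregulated list (69.4%). The share without a change was 84.7% among downregulated proteins and 65.7% among upregulated proteins (Fisher's exact test, two-sided, p = 1.23e-10). This p treats genes as independent, although all calls rest on the same 2 cultures, so it does not measure the spread between cultures. With each culture taken alone, the share was higher among downregulated proteins by 29.2 percentage points in culture 1 and 7.17 percentage points in culture 2.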

To further confirm the SILAC results, we selected nine genes among the downregulated group and examined their protein abundance using GFP fusion protein constructs. The cells were grown in medium with or without the Hsp90 inhibitor macbecin II, and then GFP fusion protein levels were measured using a fluorescence-activated cell sorter (FACS). The fold change of these proteins displayed a consistent pattern between the FACS and SILAC data (Pearson’s coefficient *r* = 0.835, *P* = 0.005; supplementary fig. S4, Supplementary Material online).

### The Downregulated Proteome of Low-Hsp90 Cells Is Conserved and Enriched in Essential Proteins

Hsp90 is a highly conserved molecular chaperone and can be found from yeast to humans (Chang and Lindquist 1994). Human Hsp90 was able to complement defects caused by deletion of its counterpart in yeast cells (Picard et al. 1990; Millson et al. 2007). It is interesting to know whether the misregulated proteins discovered in our SILAC experiments are more likely to have human orthologs. Our analysis showed that indeed a large proportion of the misregulated proteins (572/904 = 63%) have human orthologs compared with the whole proteome background (3,209/6,542 = 49%) (one-sided two-sample proportion test, enrichment score = 1.29, *P* = 1.82 × 10^−^^10^) (fig. 2*A*). We also observed that the downregulated proteins of low-Hsp90 cells were enriched in proteins encoded by essential genes (31% in the downregulated group compared with 18% in the whole proteome background; one-sided two-sample proportion test, enrichment score = 1.74, *P* = 1.74 × 10^−^^5^; fig. 2*B*). These results suggest that the inviability of Hsp90 deletion mutants may result from the deficiency of Hsp90-dependent essential genes.

**Fig. 2.—:**
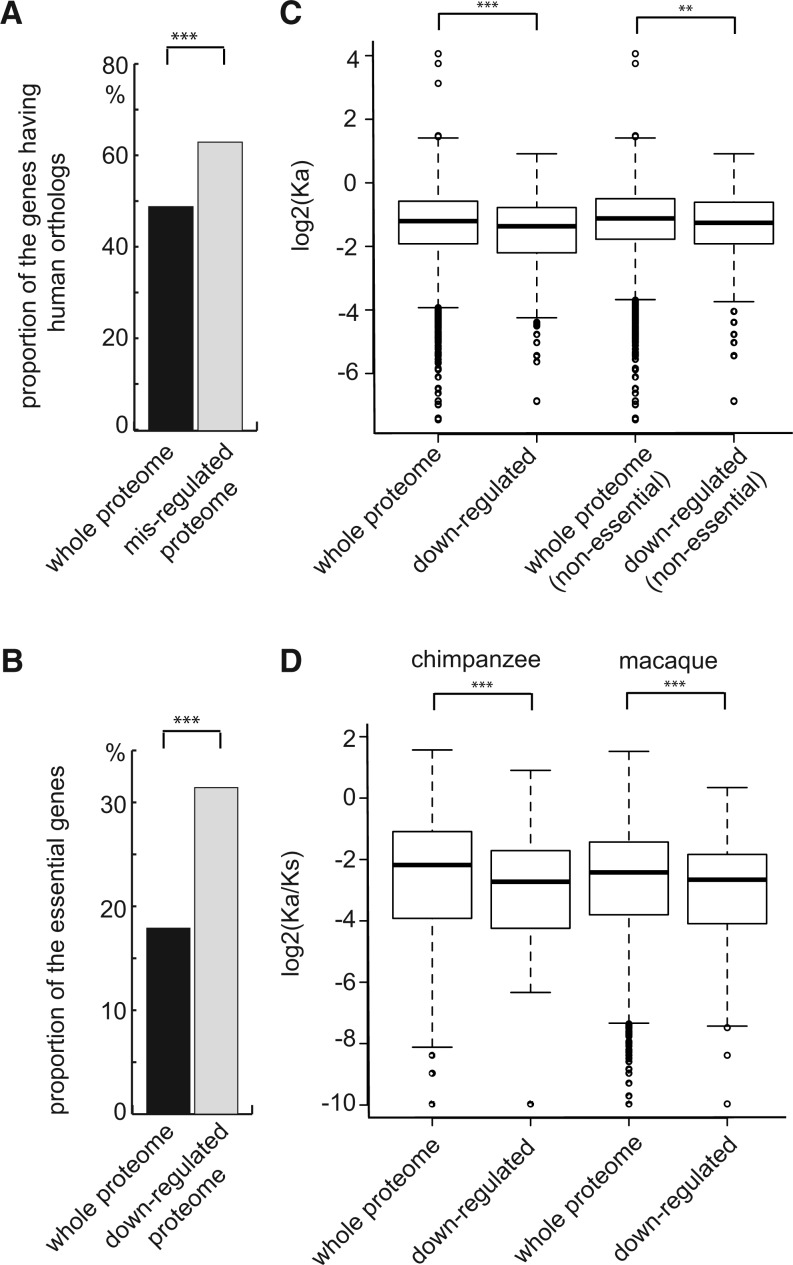
The downregulated ORFs are highly conserved and enriched in essential genes. (*A*) The misregulated proteome of low-Hsp90 cells has a higher proportion of ORFs having human orthologs compared with the whole proteome (one-sided two sample proportion test, *P* = 1.82 × 10^−10^). (*B*) The proportion of essential genes in the downregulated group is higher compared with the whole proteome background (one-sided two sample proportion test, *P* = 1.74 × 10^−5^). (*C*) Analysis using orthologs between two distant yeast species, *S. cerevisiae* and *K. lactis*, shows that the evolutionary rate is lower in the downregulated group than in the whole proteome. The evolutionary rate of the downregulated group was observed to be consistently lower than the whole proteome background even when only nonessential genes were compared. Similar conclusions were obtained from another analysis using two more closely related yeast species (shown in supplementary fig. S4, Supplementary Material online). Nonsynonymous substitution rate (Ka) instead of the nonsynonymous to synonymous substitution ratio (Ka/Ks) was used because the number of synonymous mutations is likely to be saturated between two distant species and it can lead to severe bias in evolutionary rates. (*D*) The downregulated proteins of human low-Hsp90 cells also exhibited low evolutionary rates. Orthologs between humans and indicated primates were analyzed, and Ka/Ks was used in this analysis as the divergence times between primates were quite recent. **P < 0.01, ***P < 0.001.

It has long been speculated that molecular chaperones are able to accelerate the evolutionary rate of their clients under the direct buffering hypothesis (Bogumil and Dagan 2010; Lachowiec et al. 2013). We tested this idea by estimating the evolutionary rates (using the nucleotide substitution rate as a proxy) between orthologs of *S. cerevisiae* and other two yeast species from the pre- and post-whole-genome duplication clades namely *K. lactis* and *C. glabrata* (supplementary table S3, Supplementary Material online). Surprisingly, the evolutionary rates of downregulated proteins derived from the pairwise comparisons of *S. cerevisiae* with both the abovementioned species were significantly lower than that of the whole proteome of *S. cerevisiae* (one-sided Wilcoxon rank-sum test, *P* = 1.33 × 10^−^^5^ *S. cerevisiae* vs. *K. lactis*; *P* = 2.21 × 10^−^^5^ *S. cerevisiae* vs. *C. glabrata*; fig. 2*C* and supplementary fig. S5*A*, Supplementary Material online).

As essential genes tend to be conserved, it is possible that the observed low evolutionary rates are due to the fact that the downregulated protein list contains many proteins encoded by essential genes. We removed the essential genes from the list and assessed the sequence conservation of nonessential genes. The result shows that the evolutionary rate remained consistently lower than the whole proteome background even when only nonessential genes were compared (one-sided Wilcoxon rank-sum test, *P* = 9.3 × 10^−^^3^ *S. cerevisiae* vs. *K. lactis*; *P* = 0.07 *S. cerevisiae* vs. *C. glabrata*; fig. 2*C* and supplementary fig. S5*A*, Supplementary Material online). The same trend was also observed for the upregulated proteins (supplementary fig. S5*B*, Supplementary Material online).

To investigate whether the high sequence conservation only represents a yeast-specific phenomenon, we used the data from a previous human Hsp90-dependent proteome study to perform similar analyses (Sharma et al. 2012). A low evolutionary rate was also observed in human Hsp90-dependent proteome when compared orthologs between humans and other primates (fig. 2*D*; supplementary table S3 and fig. S5*C*, Supplementary Material online). Taken together, our results suggest that the Hsp90-dependent proteome evolves slowly and tends to be conserved.

### The Downregulated Proteins in Low-Hsp90 Cells Have High Connectivity

Proteins with more protein–protein interactions have been shown to evolve more slowly and have important functions in the cell (Fraser et al. 2002). Moreover, it has been suggested that network hubs (highly connected nodes in a protein–protein interaction network) often have the ability to buffer genetic or environmental variations (Bergman and Siegal 2003; Levy and Siegal 2008). We investigated whether the Hsp90-dependent proteins also have a higher number of interactors. Using the BioGRID database (Stark et al. 2006), we found that the unique interaction number of the downregulated proteins was significantly higher (median = 55) than that of the whole proteome (median = 42) (one-sided Wilcoxon rank-sum test, *P* = 1.92 × 10^−^^9^; fig. 3*A*).

**Fig. 3.—:**
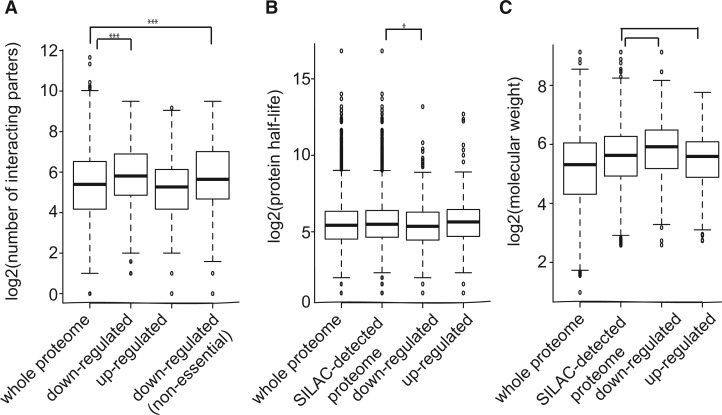
The downregulated proteome of low-Hsp90 cells has high connectivity and molecular weight. (*A*) Proteins in the downregulated group have a high unique interaction number. This trend was observed even after the removal of proteins encoded by essential genes from this group. (*B*) The protein half-life of the down group was less than the SILAC-detected proteome background. (*C*) The molecular weight of proteins in the down group was observed to be larger than that of the SILAC-detected proteome. *P < 0.05, ***P < 0.001.

Proteins encoded by essential genes have been reported to have more protein–protein interactions (Jeong et al. 2001). To rule out the possibility that the high interaction number observed in the downregulated proteome was simply due to the enrichment of proteins encoded by essential genes in the list, we analyzed nonessential downregulated proteins separately. The result showed that nonessential downregulated proteins still had a higher interaction number (median = 48) compared with the whole proteome (one-sided Wilcoxon rank-sum test, *P* = 9.91 × 10^−^^5^; fig. 3*A*). Overall, these observations provide evidence to demonstrate that other than Hsp90 itself, many downregulated proteins in low-Hsp90 cells also act as hubs. This observation offers an alternative mechanism by which Hsp90 can buffer both genetic and nongenetic variations in various cellular processes (discussed below).

### The Downregulated Proteins Are Unstable and Have High Molecular Weights

We have observed that the downregulated proteins in low-Hsp90 cells tend to be more conserved and form protein network hubs. We next asked what are the physicochemical properties shared by this group of proteins. Thermal stability has been found to be an important determinant for some Hsp90 interacting kinases (Taipale et al. 2012). Because unstable proteins usually have short protein half-lives, we investigated whether the yeast Hsp90-dependent proteins displayed similar features. Given that highly unstable and/or small proteins are hard to detect by MS, we used the SILAC-detected proteome as the background for comparison, instead of the whole yeast proteome. Using experimental data of protein half-lives in yeast (Belle et al. 2006), we found that the downregulated proteins exhibited a shorter protein half-life (median = 41 min) than the background (median = 45 min) (one-sided Wilcoxon rank-sum test, *P* = 0.01; fig. 3*B*). In contrast, the half-life of the upregulated proteins did not show a significant difference compared with that of the background.

In general, large proteins with multiple domains are more likely to have high interaction partners. In addition, larger proteins may be less stable and require more help from molecular chaperones for their folding. We tested whether that was the case for the downregulated proteins of low-Hsp90 cells. Our analyses found that the molecular weight of the downregulated proteins (median = 60.1 kDa) was significantly higher than that of the background (median = 49.4 kDa) (one-sided Wilcoxon rank-sum test, *P* = 1.28 × 10^−^^9^; fig. 3*C*). In contrast, the upregulated proteins had lower molecular weights (median = 47.8 kDa) compared with background. A previous study in the human Hsp90-dependent proteome revealed a similar trend (Sharma et al. 2012). These results suggest that high molecular weight is a common property of the downregulated proteins in low-Hsp90 cells.

### Hsp90 Reduction Affects Proteins that Perform Major Cellular Functions

After examining the general features of Hsp90-dependent proteome, we next determined the pathways or functions in which those proteins are enriched using the integrated database FunSpec (Robinson et al. 2002). We first focused on the downregulated proteins. Ranking the Munich Information Center for Protein Sequences (MIPS) and GO results based on the enrichment score revealed a few interesting categories as shown in figure 4*A* and supplementary table S4, Supplementary Material online. Many of them (e.g., phosphorylation, rRNA processing, and ribosome biogenesis) have been observed in previous studies using different methods, suggesting that the SILAC method is a useful approach for identifying specific Hsp90-dependent pathways or functions (McClellan et al. 2007; Zhao et al. 2008). In addition, our analyses detected some specific processes such as “MAPKKK cascade,” “mRNA cleavage,” and “DNA repair” which have not been reported in earlier genome-wide studies of yeast Hsp90 (supplementary table S4, Supplementary Material online).

**Fig. 4.—:**
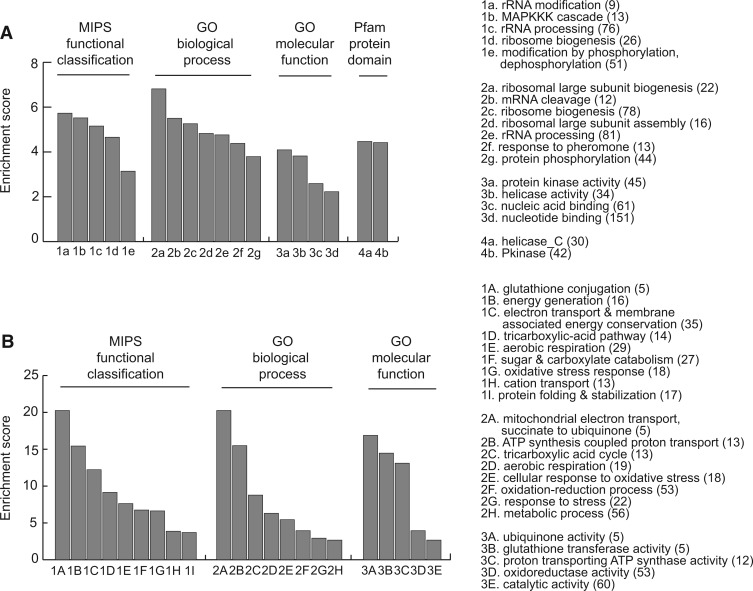
Analyses for the molecular functions and protein domains of the down- and upregulated proteins in low-Hsp90 cells. Hsp90-dependent proteins were analyzed using MIPS for functional classification, GO for biological process and molecular function, and Pfam database for protein domains. The enriched categories of down- and upregulated proteins are shown in (*A*) and (*B*), respectively. Enrichment score was calculated through dividing the proportion of Hsp90-dependent proteins classified into the indicated category by the proportion of those in the proteome. Numbers in the parenthesis indicate the number of Hsp90-dependent proteins classified into the indicated categories. All of the categories have corrected *P* values of less than 0.01.

When the protein domains of the downregulated proteins were analyzed, they were enriched in the protein kinase and helicase conserved C-terminal domains (fig. 4*A*). The enrichment of protein kinase domains in Hsp90-dependent proteins was not surprising as Hsp90 is known to influence many signal transduction pathways containing protein kinases (Taipale et al. 2010). On the other hand, the enrichment of the helicase domain is less understood. Thus, we decided to analyze them further. We found that the downregulated proteins with the helicase conserved C-terminal domain were specifically enriched in the “DNA repair” category (hypergeometric test, enrichment score = 4.47, corrected *P = *0.02), which has also been identified in our analysis of the functional classification.

Many transcription factors have been observed to be the targets of Hsp90 in previous studies (Csermely et al. 1998; Taipale et al. 2010). Although in our downregulated protein list, the category of transcriptional control was not highly enriched, we performed a closer inspection of transcription factors. A comprehensive list of transcription factors was retrieved from the ScerTF database (Spivak and Stormo 2012), which covers 196 experimentally validated transcription factors from 11 different sources. Around 11% (21 of 196) of these yeast transcription factors were found in our posttranscriptionally downregulated proteome and they were significantly enriched (hypergeometric test, enrichment score = 1.61, *P* = 0.01). Moreover, 15 of these 21 transcription factors have not been known to be Hsp90-dependent previously (Stark et al. 2006) (supplementary table S2, Supplementary Material online).

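The mRNA levels of 8 transcription factors on the downregulated list, those that Table 1 names, were examined one by one. None of AFT1, BAS1, HAP1, INO4, LEU3, MET4, OAF1 and RDS2 met the criterion for an mRNA change (0 of 8, by the limma test over the 2 cultures). The paper took its class of posttranscriptionally downregulated factors from these same arrays. If the 8 factors belong to that class, this count is not independent evidence. Without the fold threshold, 3 of the 8 factors passed the unadjusted p below 0.05. Their mean log2 ratios ran from −0.51 for AFT1 to 0.23 for OAF1. AFT1 (−0.52 in culture 1 and −0.49 in culture 2, adjusted p = 0.067 from limma) and INO4 (−0.56 and −0.36, adjusted p = 0.085) were lower on all 6 arrays and stayed below the 1.5-fold threshold, as did LEU3 (−0.29 and −0.36, adjusted p = 0.146). OAF1 was higher on all 6 arrays.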

In the upregulated proteome, we observed many cochaperones, small HSPs, and stress response proteins that led to enrichments in the categories of “stress response,” “protein folding and stabilization,” and “unfolded protein response” (fig. 4*B*). It is likely that these proteins were upregulated to compensate the effect caused by the reduction of Hsp90. Other significant categories include “mitochondrial electron transport,” “oxidative stress,” and “metabolic processes.” Some of these categories have been observed previously (Morano et al. 2012; Sharma et al. 2012; Wu et al. 2012).

### Downregulation of Hsp90-Dependent Proteins Leads to Physiological Changes of the Cell

Pathway analyses have revealed that Hsp90-dependent proteins are involved in many important cellular processes. We further experimentally examined whether downregulation of the Hsp90-dependent proteins leads to detectable phenotypic changes of the cell. Because the downstream target genes of many transcription factors have been identified and experimentally validated (Teixeira et al. 2014), it allowed us to check the effect of the downregulated transcription factors on their direct target genes using our microarray data. From the YEASTRACT database, we found 12 transcription factors in our downregulated list that have well-characterized target gene information. 

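Table 1 prints 59 target genes for 8 transcription factors, and 57 distinct genes of these had array values. For 3 names the letter O was read as a zero, and CTY1 was found in neither the arrays nor the reference table under that spelling. By the limma test over the 2 culture means, 35 of the 57 targets met the criterion for an mRNA change, 17 of them higher and 18 lower. With Benjamini-Hochberg adjustment over all genes 20 targets remained past the 1.5-fold threshold, and 34 passed when adjusted over the list alone. Of the 20, none passed the adjusted threshold with each array centered on its median. None of these counts is independent evidence of a change in the targets, because Table 1 was drawn up from these arrays. More than 2 targets met the criterion for 6 of the 8 factors, with 9 of 18 targets of Bas1, 9 of 12 of Met4, 4 of 5 of Oaf1, 4 of 6 of Rds2, 3 of 5 of Aft1 and 3 of 3 of Hap1. Ino4 and Leu3 had 2 each. When both cultures were required to pass on their own, the tally over all factors was 17. Among the Bas1 targets, SHM2 had a mean log2 ratio of −1.37 and was lower in culture 2 (−1.74), and GCV1 had −1.07 in culture 1 and −1.14 in culture 2 (mean −1.10, standard error 0.12, adjusted p = 0.0209 from limma). HOP1 rose in both cultures (1.22 and 1.30). ADE2 (−0.09 and −0.80) and MTD1 (−0.12 and −0.92) fell mainly in culture 2 and missed the criterion. Among the Met4 targets, MET14 had a mean log2 ratio of −1.07 while YGP1 rose by 2.62 in culture 1 and 1.42 in culture 2. UTH1, a target of Rds2, had a log2 ratio of 0.79 in culture 1 and −0.02 in culture 2. The sign of the mean was the same in both cultures for 53 of the 57 targets.

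**Figure D2:**
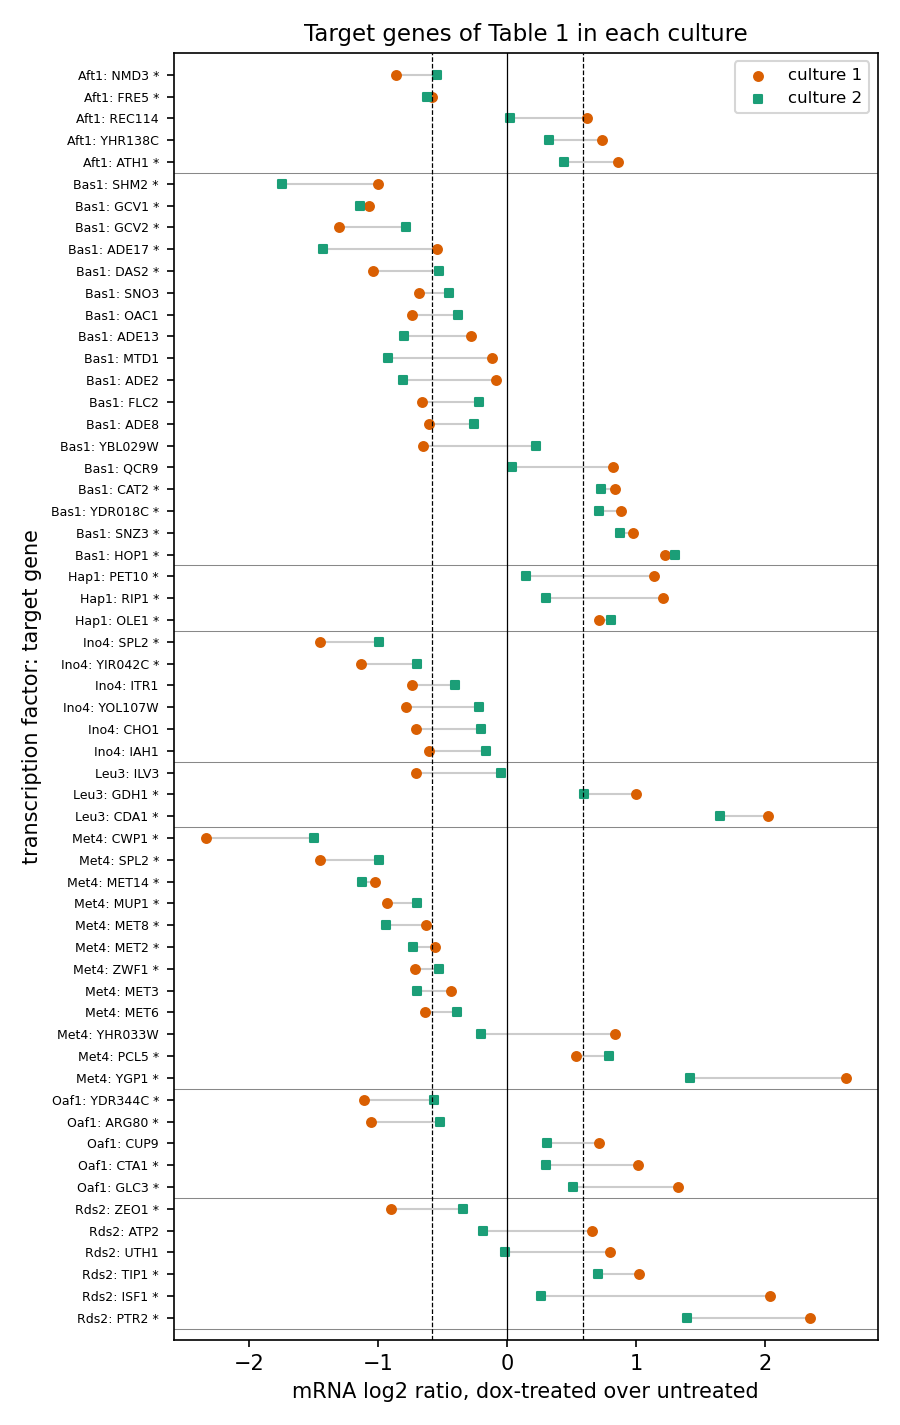
Log2 ratios of mRNA in dox-treated over untreated cells for each target gene of Table 1 with array values, grouped by transcription factor, with culture 1 as circles and culture 2 as squares (means of the technical arrays). Dashed lines mark 1.5-fold and an asterisk marks the targets that met the criterion over both cultures; SPL2 is drawn under Ino4 and Met4.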

When the expression levels of those target genes in low-Hsp90 cells were analyzed, it revealed that eight transcription factors showed obvious effects on their target genes, under the criterion that more than two target genes of an individual transcriptional factor have changed their mRNA levels significantly (table 1).

**Table 1:** Downregulation of Transcription Factors in Low-Hsp90 Cells Shows Obvious Effects on Their Target Genes

Transcription Factor^a^	Target Gene^b^
Aft1	*ATH1, FRE5, REC114, NMD3, YHR138C*
Bas1	*ADE2, ADE8, ADE13, ADE17, CAT2, DAS2, FLC2, GCV1, GCV2, HOP1, MTD1, OAC1, QCR9, SHM2, SNO3, SNZ3, YBLO29W, YDR018C*
Hap1	*CTY1, OLE1, PET10, RIP1*
Ino4	*CHO1, IAH1, ITR1, SPL2, YIRO42C, YOL107W*
Leu3	*CDA1, GDH1, ILV3*
Met4	*CWP1, MET2, MET3, MET6, MET8, MET14, MUP1, PCL5, SPL2, YGP1, ZWF1, YHRO33W*
Oaf1	*ARG80, CTA1, CUP9, GLC3, YDR344C*
Rds2	*ATP2, ISF1, PTR2, TIP1, UTH1, ZEO1*

^a^Only the transcription factors of which more than two target genes have changed their mRNA levels significantly in low-Hsp90 cells are shown in the table.

^b^The expression patterns of the target genes in low-Hsp90 cells are consistent with previous experimental results shown in low or mutant TF cells.

The yeast mating pathway contains a mitogen-activated protein kinase (MAPK) cascade in which three components (Fus3, Ste7, and Ste5) are downregulated in low-Hsp90 cells. A previous study has shown that the mating pathway is defective in Hsp90 mutant cells (Louvion et al. 1998). We investigated how the mating pathway was influenced by different levels of the Hsp90 activity. Two GFP-tagged yeast strains were used in which GFP was fused with the Hsp90-dependent gene, *FUS3*, or a downstream gene of the MAPK cascade, *FUS1* (Huh et al. 2003). Fus3-GFP was used to monitor the levels of the Hsp90 activity and Fus1-GFP was used to measure the activity of the mating pathway. When the GFP fusion protein carrying cells were treated with increasing concentrations of macbecin II, the Fus3-GFP and Fus1-GFP levels were reduced in response to α-factor in the inhibitor-treated samples, indicating that the pathway is sensitive to the activity level of Hsp90 (fig. 5*A*). Finally, we performed a mating efficiency assay and showed that macbecin II-treated cells indeed mated less efficiently (fig. 5*B*). Our experiments in the Hsp90-dependent transcription factors and MAPK cascade suggest that downregulation of these proteins has impacts on cell physiology.

**Fig. 5.—:**
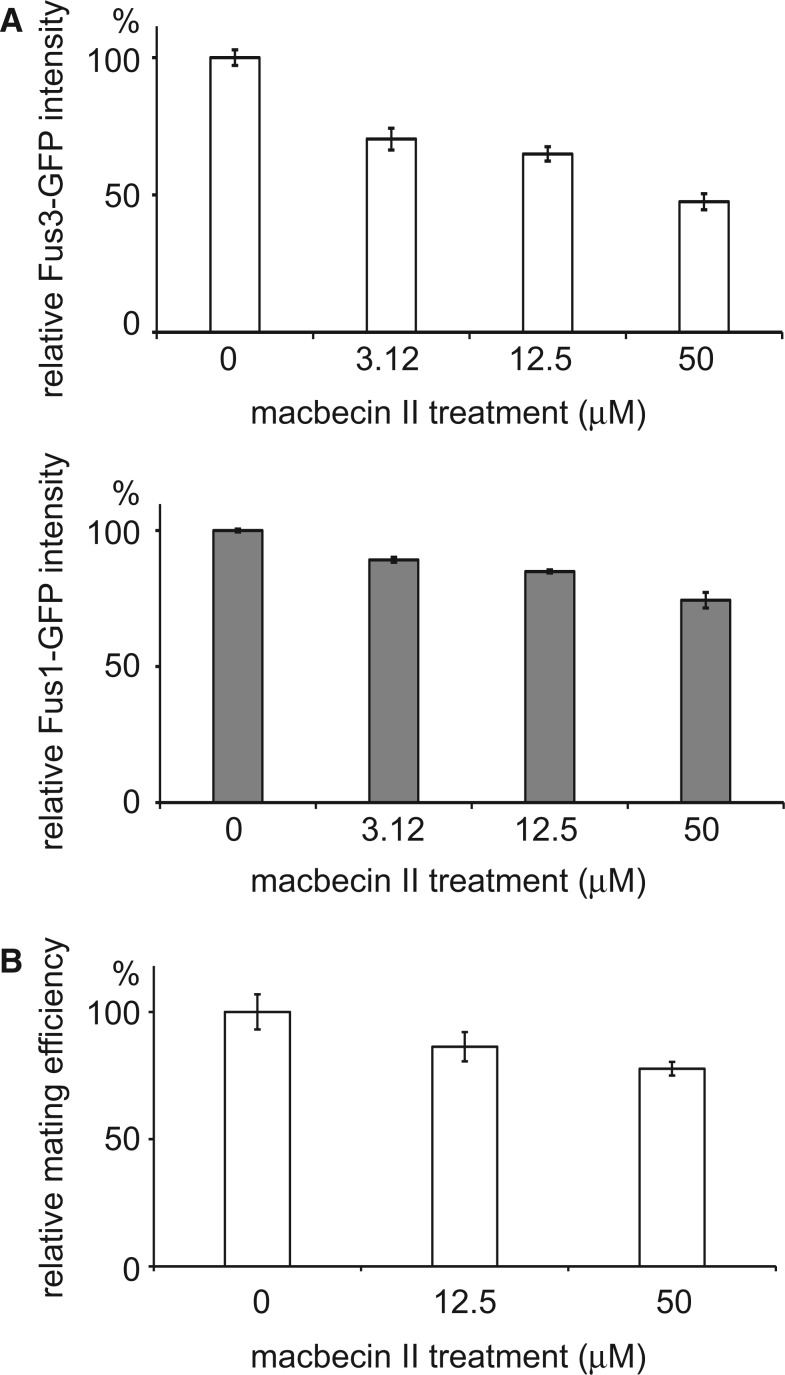
Downregulation of the Hsp90 activity causes defects in the yeast mating pathway. (*A*) Fus3 is an MAPKKK that is downregulated in low-Hsp90 cells and *FUS1* is a downstream gene of the mating pathway. Cells carrying Fus3-GFP or Fus1-GFP were treated with different concentrations of the Hsp90 inhibitor macbecin II and then subjected to the mating pheromone to activate the mating pathway. The GFP signal was measured using the FACS. All signal intensities were normalized to that of untreated controls. Error bars represent the standard error from three independent repeats. (*B*) Haploid cells with reduced Hsp90 activity mate less efficiently. a and α cells were treated with different concentrations of macbecin II and then assayed for their mating efficiency. The obtained mating efficiencies were normalized to that of untreated controls. Error bars represent the standard error from six independent repeats.

## Discussion

Hsp90 is a chaperone that assists maturation of many regulators involved in different cellular processes and repairs misfolded proteins (Taipale et al. 2010; Trepel et al. 2010). Although earlier studies in yeast provide considerable information on the physical and genetic interactomes of Hsp90, our understanding of how different Hsp90 interactors are influenced leading to the observed phenotypes when Hsp90 is compromised is still limited. In our present study, we investigated the effect of compromised Hsp90 on both the proteome and transcriptome using the same yeast populations. In total, we identified 904 misregulated proteins in low-Hsp90 cells. Two-thirds of them (594 of 904) do not show changes in their mRNA levels, suggesting that the majority of the Hsp90-dependent proteins we identified are regulated posttranscriptionally.

Many Hsp90 interactors have been shown to become unstable when their association with Hsp90 was disturbed by an Hsp90 inhibitor (Taipale et al. 2012). Interestingly, among 440 posttranscriptionally downregulated proteins identified in our experiments, only 123 of them were previously curated as Hsp90 interactors (Stark et al. 2006). It is likely that not all Hsp90 interactors are subjected to the same level of influence in low-Hsp90 cells. On the other hand, we often observed multiple components from the same pathways in our downregulated protein list. It has long been speculated and recently shown in a few studies that extra copies of the subunits in some protein complexes would be degraded in order to maintain normal protein complex stoichiometry in the cell (Goldberg and Dice 1974; Geiger et al. 2010; Stingele et al. 2012). This phenomenon may explain our observation that multiple components of the same pathway were downregulated in low-Hsp90 cells even if only one of them is an Hsp90 interactor. In our function and pathway enrichment analysis, other than regulatory proteins (e.g., kinases, TFs, etc.) that many Hsp90 studies have focused on previously, we also observed strong enrichments for other functions and processes such as ribosome biogenesis, assembly, and mRNA cleavage. We need to understand how Hsp90 influences these processes before we can construct a complete regulatory network of Hsp90.

In eukaryotes, impairment of Hsp90 has been found to reveal cryptic genetic variation in organisms ranging from yeast to vertebrates to plants (Jarosz et al. 2010; Rohner et al. 2013). Recently, it has also been demonstrated that compromising Hsp90 activity increases developmental and morphological noise in plants and yeast (Queitsch et al. 2002; Sangster et al. 2007; Hsieh et al. 2013). The function of Hsp90 in buffering diverse genetic and nongenetic variations suggests that Hsp90 is important for maintaining phenotypic robustness of cells when facing genetic or environmental perturbations. Phenotypic robustness has been implicated in shaping short-term population adaptation or long-term organism evolution (Fraser and Kaern 2009; Masel and Siegal 2009). However, the nature of Hsp90 buffering remains mysterious in most reported cases. Our analyses of the Hsp90-dependent proteome provide a direct link between Hsp90 buffering and previously identified features of a robust system.

The downregulated proteins in low-Hsp90 cells are observed to interact with a large number of other proteins even after the removal of proteins encoded by essential genes from the list (fig. 3*A*). Making highly connected networks could be an efficient way to confer robustness to a system, where multiple layers of regulation can work together to achieve better control (Albert et al. 2000). Studies in computational simulation and yeast experiments have also provided evidence that compromising network hubs allows cells to reveal cryptic genetic variation or population heterogeneity (Bergman and Siegal 2003; Levy and Siegal 2008). By regulating the stability of hub proteins, Hsp90 is able to buffer their downstream genes in various pathways. Unlike the direct buffering model, which predicts that Hsp90 only buffers mutations causing protein-folding defects (Fares et al. 2002; Sangster et al. 2004), indirect buffering (through network hubs) allows cells to accumulate various types of mutations.

Further evidence supporting the indirect buffering model of Hsp90 comes from the evolutionary rate analyses of Hsp90-dependent proteins. If Hsp90 directly buffers genetic variation, the ensuing robustness would allow its targets to accumulate more mutations resulting in high evolutionary rates. As shown in previous studies of bacterial chaperones GroEL/GroES, accelerated evolutionary rates are observed in GroEL-dependent proteins in both experimentally evolved populations and natural species (Tokuriki and Tawfik 2009; Bogumil and Dagan 2010). However, when the evolutionary rate of the downregulated proteins in low-Hsp90 cells was examined, we observed the opposite trend in both yeast and human cells. This trend persists even in the downregulated nonessential proteins, suggesting that the constraint is not because of essentiality. These results suggest that Hsp90 may allow mutation accumulation in the secondary or further downstream interactors, instead of its primary targets. When the buffering effect is mediated through those conserved Hsp90-dependent hubs, it allows organisms to reveal the effect of different mutations depending on their genetic backgrounds or environmental challenges. It increases the flexibility of the Hsp90 buffering system and may also explain how Hsp90 operates on roughly 20% of the pre-existing genetic variation in *S. cerevisiae* populations (Jarosz and Lindquist 2010).

Why do Hsp90-dependent proteins tend to be network hubs? A larger protein comprising multiple interacting domains will have a higher chance to evolve high connectivity. However, the tradeoff would be that such proteins may have to undergo more complicated protein folding and display lower stability (Bogumil and Dagan 2012). It is possible that the chaperone activity of Hsp90 helps large and unstable proteins to be maintained in the cell and eventually allows them to evolve into network hubs. Consistent with this hypothesis, we find that the downregulated proteins are relatively unstable and have relatively higher molecular weights (fig. 3*B* and *C*).

The Hsp90-dependent proteome we have identified is functionally conserved between yeast and human cells. GO analyses show that the yeast Hsp90-regulated proteome has a general consensus with its human counterpart, where the major effects are the downregulation of kinases and the upregulation of unfolded response proteins (Sharma et al. 2012; Wu et al. 2012). In addition, the Hsp90-dependent proteins identified in this work also provide novel candidates for future phenotypic studies. In our downregulated protein list, we identified 25 protein kinases and 15 transcription factors previously unknown to be regulated by Hsp90 in yeast. Examining the effects of decreases in these kinases and transcription factors will help us dissect the underlying mechanism of observed phenotypes caused by compromised Hsp90. Moreover, our results reveal that the nature of buffering and release of variation by Hsp90 is not deviated from general features of a robust system in which constant phenotypes are achieved or disrupted by regulating network hubs. The network formed by Hsp90-dependent proteins will provide us the starting materials for uncovering the buffering capacity and evolutionary influence of Hsp90.

## Supplementary Material

Supplementary figures S1–S5 and tables S1–S4 are available at *Genome Biology and Evolution* online (http://www.gbe.oxfordjournals.org/).

Supplementary Data

# Supplementary material for: The Hsp90-Dependent Proteome Is Conserved and Enriched for Hub Proteins with High Levels of Protein–Protein Connectivity
**Source:** Genome Biol Evol. 2014 Oct 13;6(10):2851–65. doi: 10.1093/gbe/evu226
**Supplement:** Supplementary Data

The Hsp90-dependent proteome is conserved and enriched for hub proteins with high levels of protein-protein connectivity — The Hsp90-Dependent Proteome Is Conserved and Enriched for Hub Proteins with High Levels of Protein–Protein Connectivity — Supplementary Data 

# The Hsp90-Dependent Proteome Is Conserved and Enriched for Hub Proteins with High Levels of Protein–Protein Connectivity

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - pdf file
- Supplementary Data - docx file
- Supplementary Data - docx file
- Supplementary Data - xlsx file
- Supplementary Data - doc file
- Supplementary Data - xlsx file

# Supplementary material for: The Hsp90-Dependent Proteome Is Conserved and Enriched for Hub Proteins with High Levels of Protein–Protein Connectivity
**Source:** Genome Biol Evol. 2014 Oct 13;6(10):2851–65. doi: 10.1093/gbe/evu226
**Supplement:** Supplementary Data

**Supplemental Materials**

**Supplemental Figure Legends**

**Figure S1** Neither the doxycycline treatment nor labeling has a global influence on proteomes.

Majority of the proteins show no difference in abundance after doxycycline treatments in the replicate SILAC experiments. The H/L values represent the ratio of protein abundance in untreated/treated cells in the first experiment (left panel) and treated/untreated cells in the second experiment (right panel). The x-axis indicates individual ORFs and the y-axis indicates the log2-transformed values for normalized median ratios of heavy and light amino acid labeled proteins. A similar pattern was observed in both experiments suggesting that labeling *per se* did not cause changes in the proteome.

**Figure S2.** High reproducibility was observed between two replicate experiments.

Each dot represents one protein. The H/L values in the first SILAC experiment and the L/H values in the second experiment represent the ratios of protein abundance in untreated/treated cells. The correlation between these two sets of data was measured to be highly significant (Pearson's coefficent *r* = 0.896, p < 2.2e­16).

**Figure S3.** Heatmap depicting the fold change (FC) of mRNA and protein levels of all the up- and down-regulated proteins identified by SILAC experiments.

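The mRNA part of this comparison rests on the array ratios of the genes of both protein lists. The median log2 ratio of the upregulated list was 0.63 in culture 1 and 0.25 in culture 2, and 75.0% of its 324 genes were higher in both cultures. The median of the downregulated list was −0.29 in culture 1 and −0.16 in culture 2, and 63.8% of its 569 genes were lower in both. With 2 cultures as the replicates, limma's self-contained gene set test (fry) gave an adjusted p of 0.211 for either list, and in simulated data of this size the adjusted p was 0.047 for a list shifted by 0.3 and 0.0613 for an unshifted list. With culture as a random block over the 6 arrays, the adjusted p was 0.00221 for each list. Across the genes of both lists, the culture means correlated with Pearson's r = 0.78, and genes are not independent replicates.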

The genes were classified into unique functional categories (indicated by side color bars for clarity). If a gene was annotated to multiple functions, only the most significantly enriched category was considered. The category “others” contains genes that were not identified in our GO analyses. The color key along with histogram provides information on the color range and frequency of up- and down-regulated proteins.

**Figure S4.** The protein abundance measured using GFP fusion proteins was consistent with the SILAC result. Nine proteins were chosen from the post-transcriptionally down-regulated gene list identified in the SILAC experiments. Cells carrying the GFP fusion construct of these proteins were grown in medium with or without the Hsp90 inhibitor macbecin II and then the GFP protein level was measured using the fluorescence activated cell sorter (FACS). Data from these two experiments were observed to be highly correlated (Pearson's coefficient *r* = 0.835, p = 0.005).

**Figure S5.** The down-regulated proteome of low-Hsp90 cells is conserved.

(A) Analysis using orthologs between two closely related yeast species, *S. cerevisiae* and *C. glabrata*, shows that the evolutionary rate was lower in the down-regulated group than in the whole proteome. The evolutionary rate of the down group was consistently lower than the whole proteome background even when only nonessential genes were compared. (B) Pairwise comparisons between *S. cerevisiae* and the indicated species show lower evolutionary rates in the Hsp90 up-regulated proteins, compared to the whole proteome background. (C) The down-regulated proteins of human low-Hsp90 cells also exhibit low evolutionary rates. Orthologs between humans and gorillas or orangatuns were analyzed. “ *** ” indicates p < 0.001.

**Table S1**. The sample size, enrichment score, effect size and p-value of all statistical analyses in the current study.

**Table S2.** The gene list of the Hsp90-dependent proteome.

ORFs that change protein abundance but not mRNA levels in low-Hsp90 cells are shown in bold. Novel transcription factors identified by the present study are labeled in blue and novel kinases are labeled in red.

**Table S3.** Evolutionary rates of the Hsp90-dependent proteome in yeast and humans.

**Table S4**. Detailed results of gene ontology of the down- and up-regulated proteome in low-Hsp90 cells.

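Table S4 gives the enriched categories of all downregulated and all upregulated proteins and, on separate sheets, those of the proteins whose mRNA was unchanged. A gene that a category holds on the first kind of sheet and not on the second was read as changed at the mRNA level. The comparison was made for the 35 pairs of categories whose gene lists were complete on both sheets. They give 93 genes as changed and 251 as unchanged, and all had array values. By the limma test over the 2 cultures, 53 of the 93 and 1 of the 251 met the criterion for an mRNA change. The category of protein folding and stabilization among upregulated proteins holds 17 genes, of which SSA3 met the criterion (log2 ratio 2.89 in culture 1 and 0.28 in culture 2). The median over the 17 genes was 0.30 in culture 1 and 0.03 in culture 2, and after quantile normalization the latter median was −0.00342. HSP26 had a log2 ratio of 1.80 in culture 1 and 0.03 in culture 2, and SSA4 1.79 and −0.27. HSP42 (−0.42 and −0.48) and HSP104 (−0.28 and −0.30) were lower on all 6 arrays without meeting the criterion.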

# Supplementary material for: The Hsp90-Dependent Proteome Is Conserved and Enriched for Hub Proteins with High Levels of Protein–Protein Connectivity
**Source:** Genome Biol Evol. 2014 Oct 13;6(10):2851–65. doi: 10.1093/gbe/evu226
**Supplement:** Supplementary Data

**Table S1**. The sample size, enrichment score, effect size and p-value of all statistical analyses in the current study.

|  | ^a^Whole, ^b^Non-essential whole, ^c^SILAC-detected proteome (n= sample size) | ^a^Mis-regulated, ^b^Down-regulated, ^c^Non-essential down-regulated, ^d^Up-regulated proteome,  ^e^down-regulated helicase proteins (n= sample size) | P-value from ^a^one-sided two sample proportion, ^b^one-sided Wilcox rank-sum, ^c^Hypergeometric test | ^a^Enrichment score, ^b^Effect size |
| --- | --- | --- | --- | --- |
| The number of genes having human orthologs | ^a^3209 (n= 6542) | ^a^572 (n=904) | ^a^1.82 × 10^-10^ | ^a^1.29 |
| The number of essential genes | ^a^1182 (n= 6607) | ^b^179 (n=576) | ^a^1.74 × 10^-5^ | ^a^1.74 |
| The median for the Ka values from *S. cer* and *C. gla* comparison | ^a^0.006 (n= 4685) | ^b^0.005 (n=523) | ^b^2.21 × 10^-5^ | ^b^0.06 |
|  | ^b^0.006 (n= 3633) | ^c^0.005 (n=344) | ^b^0.07 | ^b^0.02 |
|  | ^a^0.006 (n= 4685) | ^d^0.0045 (n=280) | ^b^4.43 × 10^-6^ | ^b^0.06 |
| The median for the Ka/Ks values from *S. cer* and *K. lac* comparison | ^a^0.432 (n= 5037) | ^b^0.3876 (n=554) | ^b^1.33 × 10^-5^ | ^b^0.06 |
|  | ^b^0.4589 (n= 3928) | ^c^0.4183 (n=375) | ^b^0.01 | ^b^0.03 |
|  | ^a^0.432 (n= 5037) | ^d^0.3442 (n=299) | ^b^2.13 × 10^-7^ | ^b^0.07 |
| The median for the Ka/Ks values from human and chimpanzee comparison | ^a^0.2206 (n= 16226) | ^b^0.1512 (n=405) | ^b^3.05 × 10^-8^ | ^b^0.04 |
| The median for the Ka/Ks values from human and gorilla comparison | ^a^0.245 (n= 15404) | ^b^0.1776 (n=392) | ^b^5.74 × 10^-5^ | ^b^0.03 |
| The median for the Ka/Ks values from human and orangutan comparison | ^a^0.1888 (n= 15688) | ^b^0.1409 (n=397) | ^b^2.48 × 10^-7^ | ^b^0.04 |
| The median for the Ka/Ks values from human and macaque comparison | ^a^0.1867 (n= 15837) | ^b^0.1583 (n=403) | ^b^3.23 × 10^-5^ | ^b^0.03 |
| The median for the numbers of interaction partners | ^a^42 (n= 5811) | ^b^55 (n=575) | ^b^1.92 × 10^-9^ | ^b^0.07 |
|  | ^a^42 (n= 5811) | ^c^48 (n=396) | ^b^9.91 × 10^-5^ | ^b^0.05 |
| The median for protein half-lives | ^c^45 (n= 2784) | ^b^41 (n=406) | ^b^0.01 | ^b^0.04 |
|  | ^c^45 (n= 2784) | ^d^50 (n=206) | ^b^0.12 | ^b^0.02 |
| The median for protein molecular weights | ^c^49.4 (n= 4095) | ^b^60.1 (n=576) | ^b^1.28 × 10^-9^ | ^b^0.09 |
|  | ^c^49.4 (n= 4095) | ^d^47.8 (n=328) | ^b^0.02 | ^b^0.03 |
| The number of DNA repair genes | ^a^236 (n= 6335) | ^b^5 (n= 30) | ^*c^0.02 | ^a^4.47 |
| The number of transcription factors | ^a^196 (n= 6607) | ^#b^21 (n= 440) | ^c^0.01 | ^a^1.61 |
| *after Bonferroni correction | |  |  |  |
| # post-transcriptionally down-regulated proteome | |  |  |  |

# Supplementary material for: The Hsp90-Dependent Proteome Is Conserved and Enriched for Hub Proteins with High Levels of Protein–Protein Connectivity
**Source:** Genome Biol Evol. 2014 Oct 13;6(10):2851–65. doi: 10.1093/gbe/evu226
**Supplement:** Supplementary Data

**Table S3.** Evolutionary rates of the Hsp90-dependent proteome in yeast and humans.

| ORF group | Yeast ortholog pair | Total |  |  | Non-essential |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | n | median Ka/Ks | p-value | n | median Ka/Ks | p-value |
| Proteome | *S. cerevisiae* vs *C. glabrata* | 4685 | 0.006 |  | 3633 | 0.006 |  |
|  | *S. cerevisiae* vs *K. lactis* | 5037 | 0.432a |  | 3928 | 0.4589 a |  |
| Down | *S. cerevisiae* vs *C. glabrata* | 523 | 0.005 | 2.21 × 10-5 | 344 | 0.005 | 0.07 |
|  | *S. cerevisiae* vs *K. lactis* | 554 | 0.3876 a | 1.33 × 10-5 | 375 | 0.4183 a | 0.01 |
| Up | *S. cerevisiae* vs *C. glabrata* | 280 | 0.0045 | 4.43 × 10-6 |  |  |  |
|  | *S. cerevisiae* vs *K. lactis* | 299 | 0.3442 a | 2.13 × 10-7 |  |  |  |
| ORF group | Primate ortholog pair | n | median Ka/Ks | p-value |  |  |  |
| Proteome | *H. sapiens* vs *P. troglodytes* (Chimpanzee) | 16226 | 0.221 |  |  |  |  |
|  | *H. sapiens* vs  *G. gorilla* (Gorilla) | 15404 | 0.245 |  |  |  |  |
|  | *H. sapiens* vs *P. abelii* (Orangutan) | 15688 | 0.189 |  |  |  |  |
|  | *H. sapiens* vs  *M. mulatta* (Macaque) | 15837 | 0.187 |  |  |  |  |
| Down | *H. sapiens* vs *P. troglodytes* (Chimpanzee) | 405 | 0.151 | 3.05 × 10-8 |  |  |  |
|  | *H. sapiens* vs  *G. gorilla* (Gorilla) | 392 | 0.178 | 5.74 × 10-5 |  |  |  |
|  | *H. sapiens* vs *P. abelii* (Orangutan) | 397 | 0.141 | 2.48 × 10-7 |  |  |  |
|  | *H. sapiens* vs  *M. mulatta* (Macaque) | 403 | 0.158 | 3.23 × 10-5 |  |  |  |
| Up | *H. sapiens* vs *P. troglodytes* (Chimpanzee) | 538 | 0.103 | < 2.2× 10-16 |  |  |  |
|  | *H. sapiens* vs  *G. gorilla* (Gorilla) | 534 | 0.161 | 2.03× 10-9 |  |  |  |
|  | *H. sapiens* vs *P. abelii* (Orangutan) | 546 | 0.112 | < 2.2× 10-16 |  |  |  |
|  | *H. sapiens* vs  *M. mulatta* (Macaque) | 551 | 0.108 | < 2.2× 10-16 |  |  |  |

a Non-synonymous substitution rate (Ka) instead of the nonsynonymous to synonymous substitution ratio (Ka/Ks) is used in this specie pair because the number of synonymous mutations is likely to be saturated between two distant species.

How the deposited data were processed for this re-analysis (not part of the article)

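Messenger RNA of dox-treated and untreated cells of the TETp-HSC82 hsp82Δ arg4Δ lys5Δ car2Δ::URA3 strain was compared on 6 arrays from 2 cultures, with 3 technical arrays per culture. All arrays belong to 1 condition, the ratio of cells grown in dox (5 μg/ml) during 11 h over untreated cells. The culture was taken as the replicate, since the labels describe the arrays of a culture as technical, so that every test over cultures has 2 replicates.

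The authors hybridized the treated and the untreated sample of a culture to each array, normalized the intensities of each array by LOWESS in GeneSpring GX, and deposited 1 value per ORF and array, which was taken as a log2 ratio. The scale and the direction of these deposited log2 values are not stated with them. The scale was inferred from the lowest value of −6.64, the log2 of a ratio of 0.01, which occurs 10 times and looks like a floor. The direction, treated over untreated, was taken from the sample titles, and the fall of HSC82 on every array goes with it. Whether the values were centered further is unknown, and each array's median lay between −0.03 and 0.02. Signal intensities, spot flags and background values were not analysed here, so neither a filter on dim spots nor another background correction could be applied, and no depth other than the number of arrays can be given. The number of values per array was 6180 to 6353. No column of the table was left unused (0 further columns of samples).

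The row names hold the systematic ORF name, and 5840 of 6377 rows matched a locus tag of the R64 reference table, from which gene symbols were taken. The other 537 kept the name of the file. No ORF had more than 1 probe. Of the 6377 rows, 6290 had at least 1 value in each culture and were tested, and 6153 had values on all 6 arrays.

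Ratios were averaged within each culture and tested against 0 with an intercept-only model in limma (version 3.58.1, R 4.3.3; lmFit and eBayes). A gene was called changed at the mRNA level under the criterion in the paper's methods, above 1.5-fold with p below 0.05. The methods name neither the test behind P nor the arrays that entered it, so the unadjusted limma p was used and the Benjamini-Hochberg adjusted count given beside it. The lists of upregulated and downregulated proteins (328 and 576 genes) and the gene lists of Table S4 come from the paper's supplement. Shares between the lists were compared with Fisher's exact test, and shifts of whole lists with limma's fry. The cultures were compared with each other by limma over 3 arrays against 3, which compares these 2 cultures and not the isotope labels.

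Named genes were HSC82 and the genes deleted in the strain, every transcription factor and target of Table 1, FUS1, FUS3, KSS1, STE5 and STE7, the genes of the protein folding category of Table S4, and the 5 largest rises and 5 largest falls among genes past the adjusted threshold with the same sign on all 6 arrays. Lists of mating genes, glucose-repressed genes and Hsf1 targets were added after values had been seen.

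The limma tests, fry, the one-sample t-test over 6 arrays and the within-culture t-test in either culture were tested on simulated data. These had 6153 genes, of which 200 were changed by a log2 ratio of 1 in either direction. The technical and culture spreads came from the arrays, but each was shuffled over genes. The largest culture spreads were capped and genes were drawn independently, so rates of false calls may be too low. For the comparison of the cultures, only technical spread was simulated. The limma test over culture means recovered 98.5% of the changed genes and called 0.504% of the unchanged genes. The comparison of the cultures recovered 95.0%, with 0.084% of the unchanged genes called. For fry, a list of 300 genes shifted by 0.3 had an adjusted p of 0.047 and an unshifted list of 300 genes one of 0.0613.

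The alternatives covered the adjusted p, a 2-fold threshold, either threshold alone, the 6 arrays as replicates with and without the culture as a random block, a one-sample t-test over the 6 arrays, centering, scale and quantile normalization, genes with values on all arrays, and each culture and each array left out. Tests were two-sided throughout. SILAC, flow cytometry and mating data were not analysed here.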

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

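The comparisons of the cultures over lists of genes (glucose-repressed genes, Hsf1 targets and protein folding genes) were chosen after the difference between the cultures had been seen; the other tests in this part were set beforehand.

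The ratio of 470 genes differed between the 2 cultures (limma over 3 technical arrays against 3, adjusted p below 0.05 and a difference above 1.5-fold), 174 higher and 296 lower in culture 2. Of the 470 genes, 394 were further from 0 in culture 1, and 103 were on the upregulated protein list. Of the 10 splits of the arrays into 3 and 3, only 1, the real one, gave a count as large, and the others gave at most 2 genes. With 10 splits, chance cannot be excluded by this count alone. In simulated data with technical spread alone and independent genes, the same test called 5 unchanged genes (0.084%). This argues against technical noise of that kind for the 470 genes as a set. A difference in the overall spread of the arrays was tested by scale normalization, after which 371 genes still differed, 331 of them the same genes in the same direction, so spread alone is not the whole cause. A constant effect of the dye drops out of this comparison, since the dye was the same in both cultures. A candidate explanation is that the dox-treated cells of culture 1 were nearer to glucose exhaustion. The paper's methods state that cells stayed in log phase throughout, which limits how near to exhaustion they can have been. After scale normalization, the median of 14 glucose-repressed genes was higher in culture 1 by 0.286 (adjusted p = 0.000763, limma's fry over the technical arrays), and that of 18 targets of Hsf1 by 0.136 (adjusted p = 0.254). The difference was not particular to glucose-repressed genes, because the 17 protein folding genes of the upregulated list were higher in culture 1 by 0.305 (adjusted p = 0.00237). HXT5, a member of the glucose-repressed list, had a log2 ratio of 2.99 in culture 1 and 0.14 in culture 2. Before scaling, 13 of the 14 glucose-repressed genes were higher in culture 1, all but PCK1 (0.21 in culture 1 and 0.34 in culture 2), as were 15 of the 17 protein folding genes. Relative to untreated cells the glucose-repressed list does not go 1 way throughout. ADH2 (−0.46 in culture 1 and −0.67 in culture 2) and ICL1 (−0.02 and −0.22) were lower in both cultures, while 11 of the 14 were higher in both. The isotope label of the treated cells, the culture itself and the day of growth change together here and cannot be told apart, so this stays a hypothesis.

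The probe of HSP82, a gene deleted in both samples of each array, had a mean log2 ratio of −6.30, a signal that the paper's text does not report. If mRNA of HSC82 binds to this probe, its ratio should fall with that of HSC82. On all 6 arrays it did, and the largest difference between the probes on an array was 0.646. Of the other deleted genes, LYS5 had 0 values and ARG4 had 1 (−0.45), while CAR2 had 5 with a mean of −0.27. These values are consistent with cross-hybridization of HSC82 mRNA to the HSP82 probe. The HSP82 ratio was at the floor of the table on 2 arrays. The ratios of HSC82 and HSP82 are close to that floor, so the fall may be larger than printed.

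For 46 sets of values per array, the highest or lowest array was compared with the rest, and 2 stood apart, which is about what chance gives at 1 in 20. GCV1 had a log2 ratio of −1.50 on the first array of culture 2 against −1.13 for the next lowest. MFA1 had −1.24 on the third array of culture 1 against −1.50 for the next highest. Both genes fell on all 6 arrays, and no technical or biological explanation was tested.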

How the results depend on the processing

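All alternatives in this part were set before the data were examined, except the within-culture t-tests, the removal of values at the floor of the table and the combination of the adjusted p with another alternative, which were added after the values had been seen.

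The number of genes changed at the mRNA level (659) stayed between 617 and 704 when the unit of replication, the normalization, the centering, the filter on missing values or a single array was changed, with at least 589 genes shared with the 659. The share of higher genes stayed within 10 percentage points of 54.8% under each centering and scaling. The count was 337 with the adjusted p (191 higher and 146 lower), 181 at 2-fold (120 higher and 61 lower) and 1833 without the fold threshold (880 higher and 953 lower). With 1 culture left out and the fold alone as the criterion, it was 527 without culture 1 and 1082 without culture 2. With a one-sample t-test on the 3 technical arrays of a culture it was 1101 when either culture sufficed and 307 when both had to pass. With the sign of culture 2 turned, 3 genes met the criterion, but as only 1 other sign pattern exists, chance cannot be excluded by this count (1 of 2 patterns gave as many). In simulated data of 6153 genes the test over culture means called 30 unchanged genes (0.504%). The largest culture spreads were capped in these data and genes were drawn independently. The rate may therefore be too low, and it does not exclude chance for the 659 genes.

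The number of genes past the adjusted threshold (337) was far less stable. It was 672 with the 6 arrays as replicates, 649 with the culture as a random block, 613 with the t-test over 6 arrays and 524 after quantile normalization, and it was 2 with median centering. With an array left out it was 59 and 92 without the first and the third array of culture 1, and 103 and 74 without the first and the second array of culture 2. Of 20 genes named singly that passed, 18 did not with median centering (adjusted p from 0.0793 to 0.109), all but HSC82 and HSP82, and 9, 8, 4 and 7 did not without those arrays. The adjusted p of a gene other than these therefore depends on the centering of the arrays, and the cause was not tested.

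The share of misregulated proteins without an mRNA change (77.8%) was 90.3% with the adjusted p (806 of 893), 93.7% at 2-fold and 54.2% without the fold threshold. It ran from 66.2% to 87.0% with a culture left out (culture 1 alone gave the lower value) and from 76.4% to 79.3% with an array left out. Counting the genes without values as unchanged or requiring the direction of the protein left it within the spread between cultures. The share was higher among downregulated than among upregulated proteins under every alternative for which the lists were compared. The difference passed the threshold of Fisher's exact test each time, a test that treats genes as independent. Among these alternatives the difference was smallest with the adjusted p, at 5.05 percentage points against 19.0 (Fisher's exact test, p = 0.0185). With the adjusted p and median centering together, 0 genes of the lists were called, so the shares could not differ.

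Of the 57 target genes of Table 1, 35 were called, against 20 with the adjusted p (0 with the adjusted p and median centering), 11 at 2-fold, 57 with the within-culture t-test in either culture and 17 in both. The count ran from 27 to 49 with a culture left out and from 32 to 37 with an array left out. None of the 8 transcription factors was called except without the fold threshold, where 3 were. Apart from the thresholds, which by construction call more or fewer genes, and the use of fewer cultures, the cause of these changes was not tested.

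The median shift of the upregulated list was 0.45 and that of the downregulated list −0.23. Neither passed limma's fry over 2 cultures (adjusted p = 0.211 each). With the 6 arrays as replicates, the values of 0.45 and −0.23 had adjusted p of 0.00102 and 0.000667, and with the culture as a random block 0.00221 each. Here technical arrays take the place of cultures. Over all alternatives the adjusted p ran up to 0.240 for each list. With a culture left out the median ran from 0.25 to 0.63 for the upregulated list and from −0.29 to −0.16 for the downregulated list. Among genes not called, the median of the upregulated list (0.24) was 0.40 with the adjusted p and 0.42 at 2-fold, where more genes go uncalled, and that of the downregulated list (−0.16) was −0.070 without the fold threshold, where fewer do.

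HSC82 stayed past the adjusted threshold under each alternative with a test. Its log2 ratio ran from −6.25 to −5.73 with a culture left out and was −5.23 after quantile normalization. The correlation between the culture means (0.67) was 0.72 with values at the floor taken as missing. The number of genes that differ between the cultures (470) was 1389 without the fold threshold and 411 to 524 with an array left out. No gene named singly and called changed its sign under these alternatives. Among genes not called, the sign differed between the cultures, and so changed when one of them was left out, for the factors BAS1 and MET4, for the targets UTH1, YHR033W, ATP2 and YBL029W, and for SSA4, HSP10 and MDJ1 of the folding genes. That of BAS1 and RDS2 also changed with single arrays left out. By the unadjusted criterion, 8 comparisons of single genes with an alternative came to pass and 3 no longer did, all of the latter FUS3.

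No ORF had more than 1 probe, so the alternative for several probes of a gene was not run. Background correction was not run, because signal intensities were not analysed here, and without them signal over background cannot limit the dim genes. No separate paired fit was run, because each array's ratio already pairs the treated and the untreated cells of a culture.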

Differences from the paper's values

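The within-culture t-tests and the removal of values at the floor were chosen after the values had been seen.

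The number of upregulated proteins with an mRNA change was 111, against the paper's about 170 in Fig. 1B, read by eye. The number of downregulated proteins with an mRNA change was 87, against the paper's about 140 in Fig. 1B, read by eye. Among the alternatives set before the data were examined, the count of upregulated proteins came within 1.5 times the paper's without the fold threshold (179), with the fold alone (122), with the 6 arrays as replicates (119), with the culture as a random block (120), with culture 2 left out (170) and with the third array of culture 2 left out (118). It did not with the adjusted p (42), 2-fold (36), the one-sample t-test on 6 arrays (110, or 101 after adjustment), centering (95), scale (103) or quantile normalization (104), values on all arrays (113), culture 1 left out (57) or any of the other arrays left out. The count of downregulated proteins did so with culture 2 left out (133) and with the first or the second array of culture 1 left out (94 each). With the second or the third array of culture 2 left out it was 93, which is just outside 1.5 times the value read by eye and within 1.5 times 136, the count that matches the number printed in the figure. It was further away under the other alternatives.

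A further alternative was chosen after the values had been seen. A one-sample t-test was run on the 3 technical arrays of each culture, with a call where either culture alone passed 1.5-fold and p below 0.05. By it, 174 upregulated and 136 downregulated proteins had an mRNA change. With genes without array values counted as unchanged, 594 of 904 genes (65.7%) had none, 440 of them downregulated. These numbers match those printed in Fig. 1B. Among the 897 genes with values, 587 (65.4%) had none, 436 of them downregulated. The alternative dropped 0 of the 93 genes that Table S4 marks as changed. Requiring both cultures gave 49 and 46 changed genes. The paper's shares of 66% (594 of 904) and its count of 440 lie within 1.5 times the 77.8% (695 of 893) and 482 of the test over cultures. The same held under each alternative, with shares from 54.2% to 93.7%, so this margin is too wide to test agreement.

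The paper states that each factor in Table 1 has more than 2 changed targets. The test over cultures gave 6 such factors, with 2 changed targets each for Ino4 and Leu3, and there were 8 with culture 2 left out or with the within-culture t-test in either culture, 7 without the fold threshold, and 2 with culture 1 left out, with the adjusted p, at 2-fold or with both cultures required. The other alternatives gave 5 or 6, except that there were 4 with the first array of culture 2 left out.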

Other observations

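The tests on the within-culture calls, the mating genes and the Hsf1 targets were chosen after the values had been seen; the test on genes below the threshold was set beforehand.

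The counts of Fig. 1B are larger than those of a test over cultures. A candidate explanation is that P was taken over the technical arrays of a culture and that a call in either culture was enough. It was tested on the 344 genes for which complete categories of Table S4 show whether the paper counted the mRNA as changed. Of these, 0 were placed on the wrong side by that rule, against 41 by the test over cultures. The rule was found from the same table and from Fig. 1B, so it remains a hypothesis on how the calls were made. Under it, 310 genes of the protein lists had an mRNA change, 204 in culture 1 only, 11 in culture 2 only and 95 in both. For the 204 genes, the median log2 ratio in the direction of the protein was 0.83 in culture 1 and 0.36 in culture 2, and 16 went the other way in culture 2. If both cultures are required, 809 of 904 genes (89.5%) have no mRNA change when genes without values count as unchanged. Among genes with values it is 802 of 897 (89.4%). In simulated data with 6153 genes, the rule of either culture called 4.18% of the unchanged genes, and the test over cultures 0.504%. Both rates may be too low, because the largest culture spreads were capped there. Without P, 1.5-fold in either culture called all 93 genes that Table S4 marks as changed and 4 of the 251 unchanged ones. The share of proteins described as changed without their mRNA therefore depends on whether 1 culture is enough or both must pass, in either direction from 77.8%. Changing only the replicates behind P moved it little (76.9% with the 6 arrays as replicates).

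Genes of the protein lists without an mRNA call were tested for a shift below the threshold. Their median log2 ratio lay on the side of the protein in both lists and both cultures, and the smallest of the 4 medians was 0.0954 (downregulated list, culture 2). Of the 482 uncalled downregulated genes, 57.3% were lower in both cultures, and of the 213 uncalled upregulated genes 62.0% were higher in both. Outside the lists, 35.5% of the uncalled genes were higher in both. This is consistent with a part of the class without an mRNA change holding small changes of mRNA in the direction of the protein. How much of the protein change these shifts account for was not tested.

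The paper follows the mating pathway through the proteins Fus3, Ste7 and Ste5 and a Fus1 reporter under an Hsp90 inhibitor. In the dox-treated cells of the arrays, FUS1 mRNA fell (log2 ratio −0.70 in culture 1 and −0.90 in culture 2, adjusted p = 0.0361 from limma), FUS3 fell (−0.63 and −0.56, adjusted p = 0.0533) and KSS1 fell (−1.16 and −0.59, adjusted p = 0.0528), each on 6 of 6 arrays. With each array centered on its median, no gene named in this paragraph passed the adjusted threshold. FUS3 met the 1.5-fold criterion narrowly and missed it with the third array of culture 1 left out (mean −0.55) or the first array of culture 2 left out (−0.54). STE7 was higher on 6 of 6 arrays (0.25 and 0.32) and STE5 was lower on 4 of 6 (−0.06 and −0.45). A wider set moved with them. All 6 genes of a list expressed in a cells (MFA1, MFA2, STE2, STE6, BAR1 and ASG7) met the criterion as lower, with a median of −1.43 in culture 1 and −1.02 in culture 2 (adjusted p = 0.292 from limma's fry over 2 cultures, so the list as a whole did not pass). STE2, STE6, BAR1 and ASG7 are also on the downregulated protein list. Of 8 genes expressed in haploid cells of either mating type, 7 were lower in both cultures (medians −0.54 and −0.40). The signs of these medians were the same under centering, scale and quantile normalization. MF(ALPHA)1, a gene of α cells, rose by 2.72 and 3.10. Since the a-specific median was −1.02 in the culture where it was nearer 0, the pattern is not that of 1 culture. Expression of α information in the dox-treated cells is a candidate explanation, but the probe of HMLALPHA1 had a mean log2 ratio of −0.229 and was lower on 6 of 6 arrays, that of HMLALPHA2 was close to 0 (−0.0434), and of 3 other α-specific genes, which were all higher in both cultures (medians 0.55 and 0.15), only STE3 met the criterion (0.48 and 0.94). Because the signal strength of these probes is unknown, this cannot be told apart from other causes. A dye effect is open too, as for any gene here. The paper's text does not report these mRNA changes. In the paper FUS1 lies downstream of the MAPK cascade, so its fall could itself follow from less Fus3, Ste7 and Ste5 protein. The mating assay used other cells under an inhibitor. These values therefore do not decide at which level the mating defect arises.

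Heat-shock proteins are on the upregulated list although most of their mRNAs were not called, and a rise of Hsf1 target mRNA hidden by the threshold was tested on the 10 targets of Hsf1 that are on that list. Their median log2 ratio was 0.11 in culture 1 and −0.0411 in culture 2, with 5 genes higher and 3 lower in both cultures, while the whole upregulated list had 0.63 and 0.25. As the genes went both ways, the median does not decide whether a rise was hidden. The 10 genes leave out SSA4, HSP26 and SSE2, which belong to the 17 protein folding genes of the upregulated list, were not called, and rose by 1.79, 1.80 and 0.79 in culture 1, with −0.27, 0.03 and 0.22 in culture 2. SSA3 was called and had 2.89 and 0.28. HSP42 and HSP104 were lower on 6 of 6 arrays. Over all 18 Hsf1 targets examined the medians were 0.07 and 0.04. Whether the mRNA had risen at an earlier time of the treatment was not tested.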
